# Catechol-O-methyl transferase suppresses cell invasion and interplays with MET signaling in estrogen dependent breast cancer

**DOI:** 10.1038/s41598-023-28078-1

**Published:** 2023-01-23

**Authors:** Lucia Janacova, Michaela Stenckova, Petr Lapcik, Sarka Hrachovinova, Pavla Bouchalova, David Potesil, Roman Hrstka, Petr Müller, Pavel Bouchal

**Keywords:** Breast cancer, Cell invasion, Proteomics, Protein-protein interaction networks, RNA

## Abstract

Catechol-O-methyl transferase (COMT) is involved in detoxification of catechol estrogens, playing cancer-protective role in cells producing or utilizing estrogen. Moreover, COMT suppressed migration potential of breast cancer (BC) cells. To delineate COMT role in metastasis of estrogen receptor (ER) dependent BC, we investigated the effect of *COMT* overexpression on invasion, transcriptome, proteome and interactome of MCF7 cells, a luminal A BC model, stably transduced with lentiviral vector carrying *COMT* gene (MCF7-COMT). 2D and 3D assays revealed that COMT overexpression associates with decreased cell invasion (*p* < 0.0001 for Transwell assay, *p* < 0.05 for spheroid formation). RNA-Seq and LC-DIA-MS/MS proteomics identified genes associated with invasion (*FTO, PIR, TACSTD2, ANXA3, KRT80, S100P, PREX1, CLEC3A, LCP1*) being downregulated in MCF7-COMT cells, while genes associated with less aggressive phenotype (*RBPMS, ROBO2, SELENBP, EPB41L2*) were upregulated both at transcript (|log2FC|> 1, adj. *p* < 0.05) and protein (|log2FC|> 0.58, *q *< 0.05) levels. Importantly, proteins driving MET signaling were less abundant in COMT overexpressing cells, and pull-down confirmed interaction between COMT and Kunitz-type protease inhibitor 2 (SPINT2), a negative regulator of MET (log2FC = 5.10, *q* = 1.04^−7^). In conclusion, COMT may act as tumor suppressor in ER dependent BC not only by detoxification of catechol estrogens but also by suppressing cell invasion and interplay with MET pathway.

## Introduction

Estrogens are among very few aromatic molecules circulating in the human body and contribute to an elevated breast cancer risk involving estrogen receptor (ER)-mediated cell proliferation associated with spontaneous replication error. Likewise, a complementary pathway involving indirect and direct genotoxicity caused by estrogen metabolites, such as 16α-hydroxyestrone, catechol estrogens and estrogen quinones participate in the mechanism^1^.

Catechol-O-methyl transferase (COMT) occurs in variable amounts in most tissues such as endometrium and mammary gland^2,3^ and plays an essential role in detoxification of catechol substrates by transferring a methyl group from *S*-adenosyl-*L*-methionine (SAM) to one of the hydroxyls in a molecule of a substrate^2^. Along with NAD(P)H-quinone oxidoreductase (NQO1), it is quantitatively the most significant contributor to inactivation of catechol estrogens^4^, intermediates in the formation of reactive oxygen species causing different types of DNA damage in breast tissue^1,5,6^. COMT blocks estrogenicity of catechol metabolites of estradiol and estrone, particularly 2-hydroxy and 4-hydroxy estradiol/estrone, and prevents their oxidation to reactive quinones^4,7^. On top of that, methoxyestrogens formed by COMT, especially 2-methoxyestradiol, also have tumor-suppressing properties and cardioprotective effects mediated through antiangiogenic and growth inhibitory effects. Hence, COMT generates a potentially protective metabolites along with blocking genotoxic effects of catechol estrogens^4,8^.

Therefore, COMT has become a research target as a possible tumor suppressor in breast cancer. Studies have focused on its functional polymorphisms which have been considered to regulate COMT catalytic activity and have the impact on its protective effect, mainly the Val108/158Met polymorphism, posing rather inconclusive results^1,9,10^.

In our previous study, we found a positive association between COMT protein level and cell migration of triple negative MDA-MB-231 cancer cells, as well as connection of COMT protein levels with lymph node metastasis, high grade and poor survival of triple negative breast cancer patients via SWATH-MS proteomics^11^.

It is evident that previous studies led to inconclusive results regarding the general role of COMT in breast cancer development, suggesting the role being dependent on ER status. Here we study its role in the model of ER dependent breast cancer subtype, luminal A. Using invasion studies in 2D and 3D setting we show that COMT overexpression is connected with lower invasiveness, being supported by RNA-Seq and DIA-based proteomics analysis^12^ recognizing changes relevant for organization of extracellular matrix, MET signaling, and transcription. In addition, discovery of a novel interaction partners including Kunitz-type protease inhibitor SPINT2, pointed to the novel mechanism of tumor suppressor role of COMT in ER dependent breast cancer through the interplay with MET signaling pathway.

## Materials and methods

### Cell line preparation and cultivation

The MCF7 breast cancer cell line was purchased from ATCC. MCF7 breast cancer cells were stably transduced with lentiviral vectors (i) pLENTI6.3-RBS-COMT-IRES-EmGFP-GWs expressing COMT (without tag) and green fluorescence protein (GFP) (MCF7-COMT), (ii) pLENTI6.3-EmGFP-GWs expressing GFP as a control (MCF7-GFP), (iii) pLENTI6.3-N-SBP-TEV-COMT-IRES-EmGFP-GWs expressing COMT N-terminally tagged with streptavidin binding peptide and GFP (MCF7-SBP-COMT) and (iv) pLENTI6.3-N-SBP-EmGFP-GWs expressing N-terminal SBP and GFP (MCF7-SBP) as described in Supplementary Methods. The parental MCF7 cells were cultured in Dulbecco's Modified Eagle´s Medium (DMEM; high glucose) with 10% fetal bovine serum (Merck, Germany) at 37 °C in 5% CO_2_ atmosphere; the stably transduced MCF7 cells were cultured under the same conditions except for adding blasticidin (10 μg/ ml; InvivoGen, USA) to the culture medium after the first passage.

### Transwell assay

Cells were cultured in five 6 cm culture dishes per cell line to ~ 80% confluency. Prior to the harvest, the cells were starved in serum-free DMEM medium for 6 h. The cells were then trypsinized, counted, and 100,000 cells were seeded per Transwell well. Invasiveness of the cells was determined by Transwell 96-well plate (Corning Inc., USA) according to the manufacturer’s protocol in three independent biological experiments. Nine replicates (wells) were used for each condition (with and without FBS) (see Supplementary Fig. S1 for a detailed design of Transwell assay and calibration curves). The top chambers were coated with basement membrane extract (BME, Cultrex® Trevigen, USA) diluted in Coating Buffer (1:50, Trevigen). Invading cells were detected using a fluorescent dye Calcein-AM. The plate was read using a TECAN reader (Tecan Infinite 1000 Pro, Tecan, Switzerland) in fluorescence top reading mode with 16 reads per well and gain set to 100. A standard curve of the dependence of relative fluorescence on cell number was constructed, and percentual invasiveness was calculated from the number of cells which invaded to the bottom chamber of each well divided by the initial number of plated cells (100,000 cells).

### 3D spheroid cell invasion assay, confocal laser scanning microscopy and image analysis

The cells were cultured in 6 cm culture dishes to ~ 80% confluency in duplicates per condition. Then the cells were trypsinized, counted, and 4000 cells were resuspended in Spheroid formation matrix solution and pelleted in a 96-well Round bottom plate in triplicates for each cell line. Cell invasiveness in 3D setting was analyzed using the Cultrex 96 Well 3D Spheroid BME Cell Invasion Assay (Trevigen) according to the manufacturer’s instructions. Serum-supplemented invasion matrix and complete DMEM medium with 5 µM SIR-DNA^13^ cell dye (Spirochrome, Switzerland) were added to each well 3 days after seeding the cells. Images were acquired using confocal laser scanning microscopy every 24 h. Fresh DMEM medium with 5 µM SIR-DNA was added to each well 3 days after adding invasion matrix to the wells.

Confocal laser scanning microscopy was performed on a Zeiss LSM800 microscope with Plan-Apochromat 5X/0.16 objective. SIR-DNA was excited with 640 nm laser beam and fluorescent emission between 640 and 700 nm was captured on GaAsP-PMT detector. Confocal pinhole was fixed to 1 AU. Transmitted light detector (TL-PMT) was used to acquired overall morphology of spheroids. 3D images of spheroids were generated from Z-stack with fixed slice width and thickness (0.976 µm, 20.970 µm), and analyzed using Imaris 9.7.2 software (Bitplane AG, Oxford Instruments, UK)^14^. Volumes of spheroids were quantified based on SIR-DNA intensity and standard surface detection. Volume measurements were carried out in triplicates. Three independent experiments were performed.

### Protein detection by SDS-PAGE and western blotting

Cell lysates for SDS PAGE were prepared using hot (95 °C) complete sample buffer (14.5% glycerol, 87 mM Tris HCl pH 6.8, 0.006% bromophenol blue in 1 M Tris HCl pH 6.8, 2.9% sodium dodecyl sulfate, 10% mercaptoethanol) and stored at − 20 °C. SDS-PAGE apparatus (Mini-PROTEAN® 3, Bio-Rad, USA) was used with a 5% stacking gel and 10% running gel. 30 µg of protein lysates as determined by an RC-DC Protein Assay (Bio-Rad), and Precision Plus Protein Dual Color Standards (Bio-Rad) were run in electrophoretic buffer (25 mM Tris Base, 192 mM glycine, 0.1% SDS) at 30 mA/gel and wet-transferred onto nitrocellulose membranes (BioTrace NT, 0.22 μm, Pall Life Sciences, Mexico) in a blotting buffer (20% methanol, 192 mM glycine, 24.8 mM Tris Base) at 100 V for 75 min. Membranes were then cut into pieces according to molecular weight of target protein at corresponding bands of Mw marker and blocked for 1 h in PBS + 0.1% Tween 20 (2.68 mM KCl, 137 mM NaCl, 6.45 mM Na_2_HPO_4_*12H_2_O, 1.47 mM KH_2_PO_4_, 0.89 mM Tween 20) containing 5% fat-free dried milk powder (PanReac Applichem, Germany) and incubated with primary antibody at 4 °C overnight. The following antibodies were used: rabbit anti-COMT (Abcam, UK; ab129504, 1:10,000); mouse anti-actin (Merck; A3853, 1:1000) and anti-SBP (Merck; MAB10764, 1:2000). After incubation, membranes were washed twice in PBS (phosphate buffered saline, 137 mM NaCl; 2.68 mM KCl; 1.47 mM KH_2_PO_4_; 10 mM Na_2_HPO_4_, pH 7.4) and twice in PBS + 0.1% Tween 20 and subsequently incubated with the corresponding secondary antibody (RAMPx, Dako, Denmark; P0161, 1:1000; SWARPx, Dako; P0217, 1:1000) at room temperature for 1 h and washed again. After 5 min of incubation of membranes with enhanced chemiluminescence (ECL) solution (10 mM luminol, 0.5 mM EDTA, 405 μM coumaric acid, 200 mM Tris pH 9.4, 8 mM sodium perborate tetrahydrate, 50 mM sodium acetate), ECL of immunoreactive proteins were visualized using a CCD camera (Fusion FX 7, Vilber Lourmat, France).

### Sample preparation for RNA-Seq analysis

The cells were cultured in 6 cm culture dishes to ~ 80% confluency in duplicates for each cell line. The cells were washed two times with cold PBS on ice, harvested by adding 500 µl of PBS and scraping by a cell scraper, transferred to a microtube and stored on ice. After centrifuging the lysates (1000 g, 5 min, 4 °C,), the supernatant was aspirated and 360 µl of TRI reagent (Merck) was added. Total RNA was isolated according to TRI reagent protocol and its concentration was determined using Qubit RNA BR assay kit (Thermo Fisher Scientific, USA). 240 ng of total RNA at 20 ng/µl was used in RNA-Seq analysis. Samples were stored at − 80 °C.

### RNA-Seq analysis and data processing

The TruSeq Stranded Total RNA LT Sample Prep Kit (Illumina, USA) was used to convert 0.5 mg of total RNA into a library of template molecules. Library was validated using Bioanalyzer (DNA 1000 Kit, Agilent Technologies, USA) and quantified according to manufacturer instructions by qPCR (KAPA Library Quantification Kit Illumina platforms, Kapa Biosystems, USA) using Quant studio (QuantStudio 5, Thermo Fisher Scientific). Samples were sequenced using NextSeq 500 (Illumina).

For RNA-seq, the raw reads were filtered to remove the adaptors and low-quality bases using Trimmomatic (v0.36) with Truseq2 as well as any reads that were shorter than 65 bases. Filtered reads were aligned to the human genome (Homo_sapiens.GRCh38.dna.primary_assembly) using STAR (v2.5.2b) in end-to-end mode to scan splice junctions. Then the counts in exon genomic features were calculated subread (v1.5.2). Differential expression analysis was performed in R 3.5.3 under the Deseq2 package version 1.22.2. BiomaRt package version 2.38.0. was used for annotation the results from differential expression analysis.

### Sample preparation for total proteome analysis

The cells were cultured in 6 cm culture dishes to ~ 80% confluency in triplicates for each cell line. The cells were washed two times with cold PBS on ice and lysed using 200 µl of lysis buffer (6 M guanidine hydrochloride, 100 mM Na-phosphate pH 6.6, 1% Triton X-100). Lysed cells were harvested by a cell scraper, transferred to microtube, and stored on ice. Subsequently, the lysed cells were needle sonicated on ice (50 W, 30 × 0.1 s, 30 s pause, 30 × 0.1 s). After 75-min incubation at room temperature, cell lysates were centrifuged (14,000 g, 20 min, 4 °C) and the supernatant was collected. The protein concentration of cell lysates was determined using RC-DC protein assay kit (Bio-Rad). Samples were stored at − 80 °C.

### Sample preparation for pull-down assay and interactome analysis

The cells were cultured in three 15 cm culture dishes to ~ 80% confluency for each cell line in triplicates. Then they were harvested by a cell scraper, centrifuged (1000 g, 4 °C, 5 min), washed with PBS, and the cell pellets were frozen at − 80 °C. The frozen cell pellet was resuspended with HNN-lysis buffer (0.5% NP40, 200 mM Na_3_VO_4_, 1 mM PMSF, 1.2 μM avidin, Complete protease inhibitors without EDTA (Roche, Switzerland)) and subsequently pipetted to dissolve and avoid foaming. The suspension was incubated on ice for 10 min, then transferred to a 2 ml microtube and centrifuged at 14,000 g for 20 min at 4 °C. 250 μl of lysis buffer was added to Bio-Rad Spin Column (Bio-Rad, cat. No 732-6008) to avoid the formation of air bubbles. 100 μl of High Capacity Streptavidin Agarose Resin (Thermo Fisher Scientific, cat. No 20359) were mixed in 750 μl of HNN-lysis buffer, and 200 μl of the prepared beads were added to samples which were then incubated for 15 min at 4 °C on a rotary wheel. The beads were then washed twice with 1 ml of HNN-lysis buffer using Bio-Rad Mini Columns. After washing with lysis buffer, samples were washed three times with 1 ml of HNN buffer (50 mM HEPES, 150 mM NaCl, 50 mM NaF), which contained no detergent and inhibitors. Finally, samples were eluted with 200 μl of 2.5 mM Biotin in HNN buffer three times.

### Protein digestion and peptide purification

Protein digestion in cell lysates was performed on Filter Aided Sample Preparation (FASP) columns (Microcolon filter device, 30 kDa cut-off, Merck). 100 μg of cell lysate was added on the column, the samples were then centrifuged (14,000 g, 30 min, 20 °C). Both steps were repeated until all the volume of the pull-down eluate was applied. 100 μl of 8 M urea in 0.1 M Tris/HCl, pH 8.5, and 20 μl of 100 mM TCEP (tris (2-carboxyethyl) phosphine) was added on the filter, the proteins were reduced in a thermomixer (600 rpm, 30 min, 37 °C) and centrifuged (14,000 g, 15 min, 20 °C). Then, 100 μl of 8 M urea and 20 μl of 300 mM iodoacetamide were added to the samples. The samples were alkylated in a thermomixer (600 rpm, 1 min, 25 °C), stored without previous stirring in the dark (20 min) and centrifuged (14,000 g, 15 min, 20 °C). 100 μl of 100 mM NH_4_HCO_3_ were added on the filter and the sample was centrifuged (14,000 g, 20 min, 20 °C). The previous step was repeated once more. Proteolytic digestion of proteins was initiated by the addition of 100 μl of 50 mM NH_4_HCO_3_ and 3.33 μl solution of trypsin (Promega, USA) dissolved in 50 mM acetic acid at 1 μg/μl (trypsin: cleaved protein ratio 1:30). Samples were mixed in a thermomixer (600 rpm, 1 min, 37 °C) and cleaved overnight (37 °C, without shaking). On the next day, the peptides were eluted by centrifugation (14,000 g, 30 min, 20 °C) prior to desalting on MicroSpin C18 columns (The Nest Group, Inc., USA) as previously described^15^. The eluates were dried in SpeedVac (Thermo Fisher) and stored at − 20 °C.

### LC–MS/MS analyses

For the total proteome analysis, the dried peptides were solubilized using 50 µl of 2.5% formic acid (FA) in 50% ACN and 100 µl of pure acetonitrile and concentrated using SpeedVac concentrator (Thermo Fisher Scientific) to 20 µl. Finally, the concentrated samples were diluted into LC–MS vials to get peptide concentration of 1 µg/µl with addition of 1 µl of 0.01% polyethylene glycol in water, 1 µl of stock iRT peptides standard (Biognosys, Switzerland), 2 µl of 5% FA and filled into 10 μl by MilliQ water (Merck). Two µg of peptides mixture was injected for each sample.

LC–MS/MS analyses were done using RSLCnano system online connected to Orbitrap Fusion Lumos tribrid mass spectrometer (Thermo Fisher Scientific, USA). Prior to the LC separation, tryptic digests were online concentrated and desalted using trapping column (100 μm × 30 mm) filled with 3.5 μm X-Bridge BEH 130 C18 sorbent (Waters, USA). After washing of trapping column with 0.1% FA, the peptides were eluted from the trapping column onto analytical Acclaim Pepmap100 C18 column (3 µm particles, 75 μm × 500 mm; Thermo Fisher Scientific, USA) by the following gradient program (mobile phase A: 0.1% FA in water; mobile phase B: 0.1% FA in 80% ACN; flow 300 nl/min): the gradient elution started at 5% of mobile phase B and began to increase in the 5th min to 37% during the 109 min, then reached to 80% of mobile phase B in the next 6 min and remained at this state for the last 10 min. Equilibration of the trapping column and the analytical column was done prior to sample injection to sample loop. The analytical column outlet was directly connected to the Digital PicoView 550 (New Objective, USA) ion source. ABIRD (Active Background Ion Reduction Device, ESI Source Solutions) was installed. MS data were acquired in a data-independent mode (DIA).

Orbitrap analyzer and quadrupole mass filter were employed for survey scan detection (350–1650 m/z). The MS scan resolution was 120,000 (at 200 m/z) with a target value of 2*10^5^ ions and maximum injection time of 100 ms. After the MS scan, defined m/z segments were isolated by quadrupole mass filter and HCD fragmentation was done with a target value of 5*10^5^ ions. MS/MS spectra after HCD fragmentation (default charge state is 2 and 28% collision energy) were recorded in Orbitrap with a resolution of 30,000 (at 200 m/z) in scan range of 200 – 1800 m/z. The maximum injection time for MS/MS was 50 ms.

For the interactome analysis, the dried peptides were analyzed in DIA mode as previously described^16^ with several modifications as described in Supplementary Methods.

### Proteomics data analysis and omics data integration

DIA data were analyzed in Spectronaut software version 13.9 (Biognosys)^17^ in directDIA mode. UniProt/SwissProt database version 2019_07 downloaded on 2019-09-16 limited to human entries containing 20,431 sequences was used for database search. Carbamidomethylation (C) was used as fixed modification, oxidation (M) and acetylation (protein N-term) were used as variable modifications. *q*-value at both precursor and protein levels were set to 0.01. Global data normalization was performed, data based on *q*-value 0.5 percentile (identified in 3 of 6 total runs) were involved in the final dataset. Analysis of differential protein abundance was performed using t-test implemented in Spectronaut^17^ with false discovery rate correction. Default settings were used for other parameters. Omics data integration analysis was performed in in Bioconductor Mixomics package version 3.14 under R 4.0.5.

Out of all proteins revealed by pull-down assay as interaction partners of COMT (log2FC (control/COMT) > -1 and *q*-value < 0.05), the true positive interaction partners were selected by filtering the proteins with significantly increased protein levels (log2FC > 0 and *q* < 0.05) in total proteome analysis out. The resulting true positive protein interaction partners of COMT were displayed by Cytoscape software (version 3.7.2)^18^.

### Gene set enrichment analysis

Gene set enrichment analysis (GSEA) in GSEA Java desktop application (http://software.broadinstitute.org/gsea/downloads.jsp) version 4.2.3 was conducted using the log2 fold change pre-ranked list of all quantified proteins from whole proteome and RNA-seq analyses (COMT vs. control) to identify enriched pathways. All the analyses were conducted using a priori defined pathways from Reactome database version 7.5.1 (ftp.broadinstitute.org://pub/gsea/gene_sets/c2.cp.reactome.v7.5.1.symbols.gmt). No chip platform was selected, otherwise default settings were used. Furthermore, log2 fold change pre-ranked list of all interaction partners of COMT insignificantly over- or lower-expressed in the whole proteome data was used to identify positively enriched pathways in pull-down data. Another GSEA analysis of COMT interaction partners with the same data with addition of COMT was carried out to remove interaction partners that are part of the same pathways as COMT. Minimal size of a gene set was adjusted to 1 and no chip platform was selected, otherwise default settings were used. Pathways with nominal *p*-value < 0.05 were considered as statistically significant. To visualize the overlap among enriched pathway in transcriptomic and proteomic data as an network, we used EnrichmentMap^19^ app in Cytoscape software (3.7.2). Node cutoff was adjusted to 0.1 of FDR *q*-value and for edge cutoff was selected combined Jaccard and Overlap metric at 0.375.

### Statistical analysis of cellular studies in vitro

The data were analyzed using one-way ANOVA with the Sidak’s multiple comparisons test in Prism 8.4.0 (GraphPad Software, USA)^20^, the differences were considered significant at *p* < 0.05. Data are presented as medians with box extended from the 25th to the 75th percentile and whiskers representing minimal and maximal value in the dataset in the cumulative graphs based on three independent biological experiments in main article and individual graphs representing biological replicates in Supplementary Information.

## Results

### COMT overexpression decreases invasiveness of MCF7 cells in 2D and 3D setting

To study the role of COMT in metastatic potential of ER dependent BC at cellular level, we examined how COMT overexpression affects cell invasiveness of MCF7 cells originally derived from luminal A breast tumor. We generated a new stably transduced MCF7 cell line overexpressing COMT (MCF7-COMT) and compared its invasiveness with that of parental MCF7 cells in 2D setting using Transwell invasion assay (Fig. 1 and Supplementary Fig. S2). Although MCF7 cells generally do not exhibit highly invasive phenotype, three independent biological experiments showed that MCF7-COMT cells exhibit significantly lower invasiveness than parental MCF7 cell line (*p* < 0.0001; Fig. 1 and Supplementary Fig. S3).

**Figure 1:**
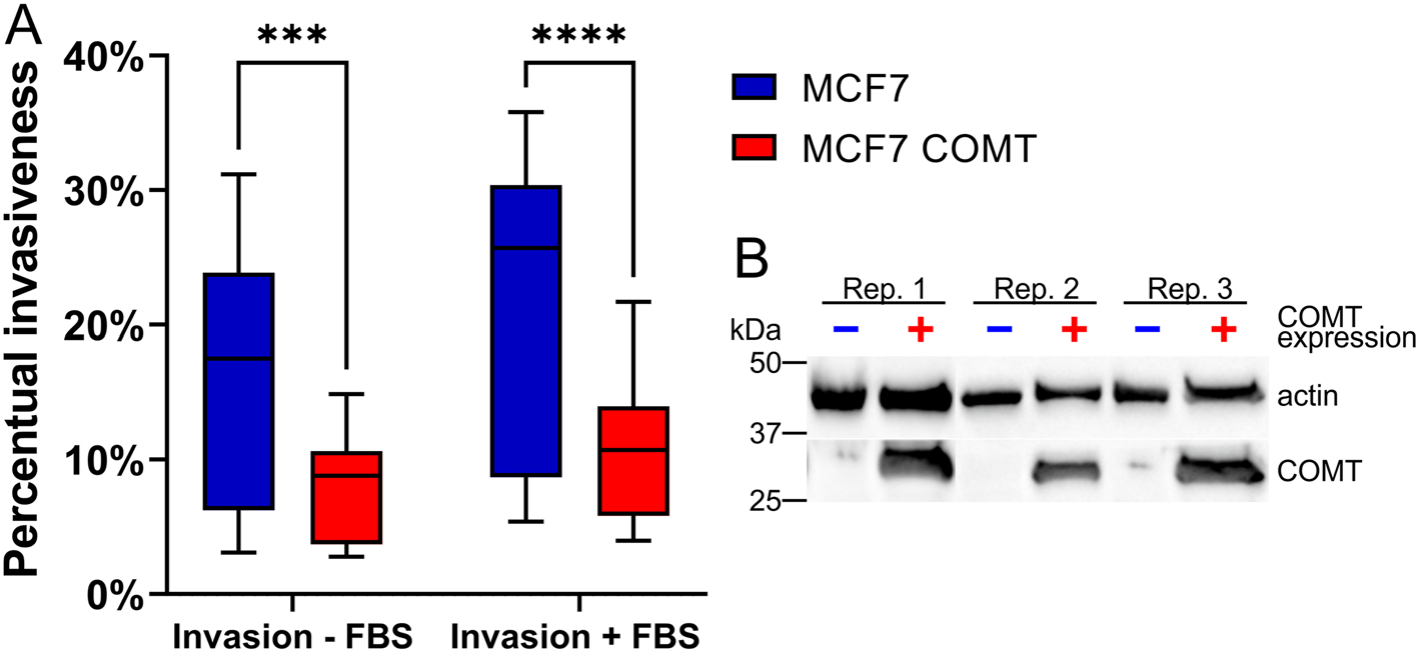
2D invasion Transwell assay of COMT overexpressing MCF7 cells (MCF7-COMT) compared to parental MCF7 cells. (**A**) Box plot of the percentual invasiveness of the cells with and without the presence of chemoattractant (fetal bovine serum, FBS) (n = 9 per cell line). **** *p* < 0.0001, *** *p* < 0.001. Boxes are extended from the 25th to the 75th percentile, with a line at the median. The whiskers represent minimal and maximal value in the dataset. The data are cumulative for three independent Transwell experiments. See Fig. S1 for the design of Transwell assay and the calibration curves. See Fig. S3 for results of three individual biologically independent experiments. (**B**) Western blot analysis of COMT and actin expression in MCF7-COMT and MCF7 parental cells in three biologically independent experiments. See Fig. S2 for raw immunoblotting images.

To confirm this observation in 3D setting, we studied the effect of COMT overexpression on the invasiveness of MCF7 cells using a spheroid cell invasion assay. The 3D experiment confirmed decreased invasiveness of MCF7-COMT cells compared to control MCF7-GFP cells: cells did not invade into the surrounding invasion matrix (Fig. 2A,B, Supplementary Figs. S4, S5, Supplementary Data S1) and, in addition, spheroids formed by MCF7-COMT cells increased their volume significantly slower than control cells (*p* < 0.05; Fig. 2C).

**Figure 2:**
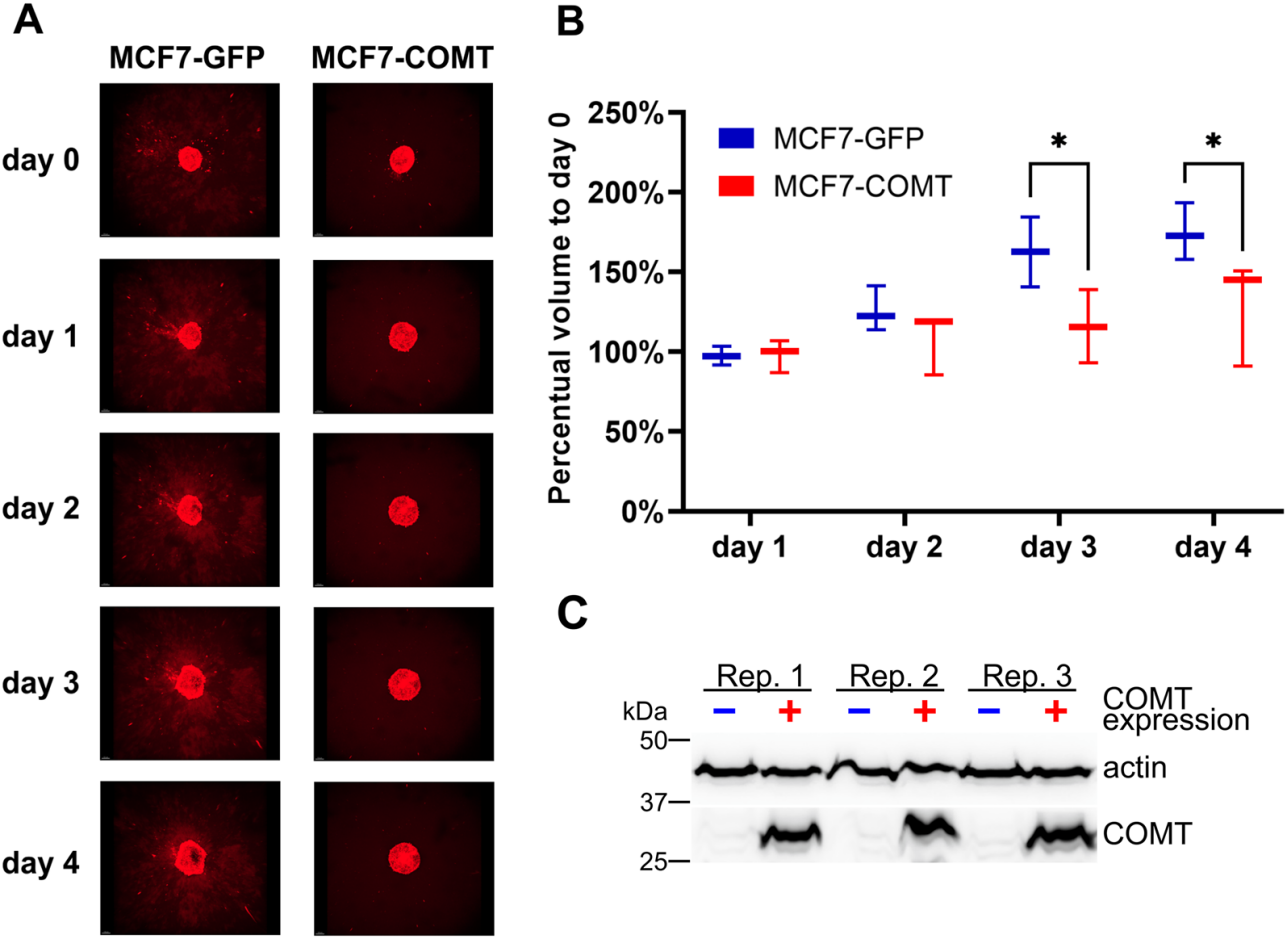
3D spheroid invasion assay of COMT overexpressing MCF7 cells (MCF7-COMT) compared to control MCF7-GFP cells. (**A**) Z-stack images of spheroids formed by MCF7-COMT cells and control cell line have been acquired by confocal laser scanning microscopy for 4 days/96 h after day 0. Data for single representative replicate, see Supplementary Fig. S4 for two remaining replicates and Supplementary Data S1 for full-resolution images. (**B**) Box plot of the percentual change in volume of the spheroids for all replicates (n = 3 per cell line). Boxes are extended from the 25th to the 75th percentile, with a line at the median. The whiskers represent minimal and maximal value in the dataset. *p < 0.05. (**C**) Western blot analysis of COMT and actin expression in MCF7-COMT and MCF7-GFP cells in three biologically independent experiments. See Fig. S5 for raw immunoblotting image.

Overall, COMT overexpression in MCF7 cells reduced cell invasiveness in comparison with both parental and mock cells in 2D and 3D settings, indicating anti-invasion role of COMT in ER dependent breast cancer.

### COMT overexpression modulates gene products associated with cell migration and adhesion and interplays with MET pathway

To understand the molecular background of COMT role in MCF7 cells, we analyzed stably transduced MCF7-COMT cells compared to control mock MCF7-GFP cells using RNA-Seq and proteomics based on LC-DIA-MS/MS. 

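RNA-Seq was carried out on 2 biological replicates of MCF7-COMT cells and 2 of control MCF7-GFP cells, MCF7 breast cancer lines transduced to express COMT and GFP or GFP alone. Libraries were made from total RNA with the TruSeq Stranded Total RNA kit. The authors trimmed the reads with Trimmomatic 0.36, which also removed reads under 65 bases. They aligned the reads to GRCh38 with STAR 2.5.2b in end-to-end mode, counted them in exons with Subread 1.5.2 and compared the lines with DESeq2 1.22.2. The paper's text does not name the strand setting or the annotation release of the counting, so counts of genes that overlap on opposite strands are uncertain. The deposited raw counts are not normalized and cover 27809 genes. They sum to 6449848 in MCF7-COMT replicate 1, 2508170 in MCF7-COMT replicate 2, 6438784 in MCF7-GFP replicate 1 and 6752171 in MCF7-GFP replicate 2. In the same order, a count of 0 allows a level of up to 0.465, 1.20, 0.466 and 0.444 CPM (counts scaled to the library total), which covers counting error only.
MCF7-COMT replicate 2 differed from the other libraries in its composition. Mitochondrial ribosomal RNA took 15.9% of its counts (95% Wilson interval 15.9 to 16.0), against 39.6% (39.6 to 39.7) in MCF7-COMT replicate 1, 42.6% (42.5 to 42.6) in MCF7-GFP replicate 1 and 39.2% (39.2 to 39.3) in MCF7-GFP replicate 2. Its difference from MCF7-GFP went with the GC content of the gene, with Spearman's rho of 0.823 across 10417 genes, which are not independent replicates. In MCF7-COMT replicate 1 the same rho was 0.0311. Each set against the other, MCF7-GFP replicates 1 and 2 had a rho of -0.342 and 0.342, trends that their mean averages. MCF7-COMT replicate 2 also held 129 genes with at least 10 counts there and at most 2 counts in each other library, against 4, 0 and 1 such genes in MCF7-COMT replicate 1, MCF7-GFP replicate 1 and MCF7-GFP replicate 2. FCGBP, a protein of intestinal mucus, was among them with 552 counts against 2, 0 and 1, as was the immunoglobulin gene IGKC with 160 counts against 0, 0 and 1.

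**Figure D1:**
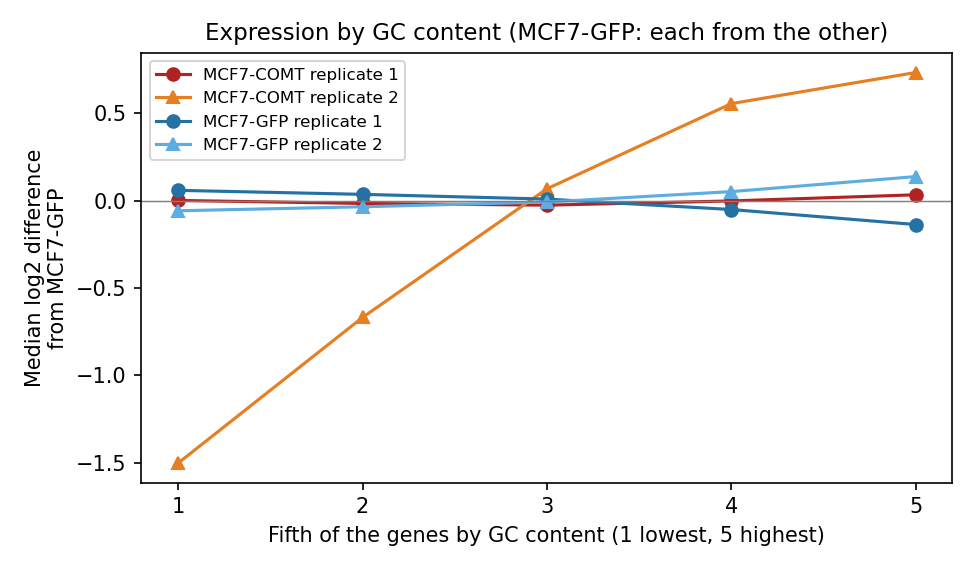
Median log2 difference in expression (vertical axis) over 10417 genes in 5 equal groups by GC content (horizontal axis). The MCF7-COMT libraries are set against the mean of MCF7-GFP and each MCF7-GFP library against the other. In MCF7-COMT replicate 2 the median goes from -1.50 in the group of lowest GC content to 0.73 in the highest.

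The lines were compared with edgeR's quasi-likelihood F-test after TMM scaling, over the 13490 genes kept by filterByExpr, with p-values adjusted by the Benjamini-Hochberg method. DESeq2 with default settings, the authors' tool, was run beside it on all genes. Scaling by library totals in place of TMM shifts the median log2 fold change of all genes to 0.25. With 2 libraries per line an exact permutation test cannot give a two-sided p below 0.333. Positions of genes are those of GRCh38 in GENCODE 44.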

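The count table annotated 15996 of its genes as protein-coding. The next largest classes were antisense RNAs with 2517 genes, processed pseudogenes with 2505 and lincRNAs with 2411. At least 1 count was found for 22275 genes in MCF7-COMT replicate 1, 20048 in MCF7-COMT replicate 2, 22319 in MCF7-GFP replicate 1 and 22344 in MCF7-GFP replicate 2. The 96 protein-coding genes with symbols that begin with RPL or RPS, among them those of ribosomal proteins, took 1.87% (95% Wilson interval 1.86 to 1.88) of the counts in MCF7-COMT replicate 1, 1.82% (1.81 to 1.83) in MCF7-GFP replicate 1 and 1.96% (1.95 to 1.97) in MCF7-GFP replicate 2. The share in MCF7-COMT replicate 2 was 3.49% (3.46 to 3.51), outside the range of the other libraries. Of the protein-coding genes, 11832 passed the filter on low counts.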

In total, 15,996 protein coding transcripts were quantified in RNA-Seq analysis (Supplementary Data S2) and 3465 protein groups represented by 28,681 peptides and 37,556 precursors were quantified in total proteome analysis (Supplementary Data S3). Of these, 3299 proteins groups matched their encoding genes in the human genome database used for RNA-Seq data analysis (Supplementary Data S4).

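In DESeq2's Wald test, 16 protein-coding genes were higher and 3 were lower in MCF7-COMT cells at an adjusted p under 0.05 and an absolute log2 fold change above 1. Over all biotypes the test called 21 genes, and all 21 are also called in the authors' deposited table. ASCL1, a transcription factor of neuronal and neuroendocrine cells (chromosome 12, 102957674 to 102960513), had 224 and 127 counts in MCF7-COMT replicates 1 and 2, against 11 and 15 in MCF7-GFP replicates 1 and 2. Its log2 fold change was 4.14 in edgeR (standard error 0.389, n = 2 per line), with an adjusted p of 2.07e-08 from DESeq2. STAT6, which is activated by interleukin-4, had 245 and 188 counts against 22 and 21 (log2 fold change 3.78, standard error 0.406, adjusted p = 4.25e-08 from DESeq2). ZNF804B, a zinc finger protein, and KCND2, a voltage-gated potassium channel, had log2 fold changes of 3.85 (standard error 0.388) and 3.13 (standard error 0.357). PCED1B, a protein of the PC-esterase family, had 81 and 84 counts against 19 and 13 (log2 fold change 2.86, standard error 0.519). ASCL1, STAT6, ZNF804B and PCED1B overlap other protein-coding genes on the opposite strand. Of the lower genes, the carboxypeptidase gene CPB1 had 6 and 2 counts against 104 and 84 (log2 fold change -4.17, standard error 0.484), and CLEC3A, a C-type lectin, had 17 and 5 against 106 and 131 (log2 fold change -3.09, standard error 0.433). The higher calls included PIGR, the receptor that carries immunoglobulins across epithelia, and LGALS4, a galectin of intestinal epithelium, whose counts lay in MCF7-COMT replicate 2. PIGR had 353 counts there and 0 in each other library, and LGALS4 had 124 counts there and 1 in each other library. With both MCF7-COMT libraries pooled and MCF7-GFP set to 3 counts over the group, PIGR was at least 154-fold higher. That bound rests on MCF7-COMT replicate 2 alone. The quasi-likelihood test of edgeR called 0 genes over all biotypes (smallest adjusted p 0.471), with 450 at an unadjusted p under 0.05. limma-voom also called 0, with 440 at an unadjusted p under 0.05. In edgeR without the filter on low counts 210 genes were called, including all 21 of the authors' calls, and without MCF7-COMT replicate 1, MCF7-COMT replicate 2, MCF7-GFP replicate 1 or MCF7-GFP replicate 2 the numbers were 8421, 960, 15 and 15, including 21, 18, 3 and 5 of them. A fit with a library left out assumes that the lone library of a line varies like the other line. After a correction of each library for GC content, chosen after the data were seen, edgeR called 17 genes, 11 higher and 6 lower. These included 9 of the authors' calls. ASCL1 and STAT6 (adjusted p = 0.0145 for each) and KCND2 (adjusted p = 0.0409) were among the 9, while CLEC3A (adjusted p = 0.0503), CPB1 (0.0546), PCED1B (0.0863) and ZNF804B (0.139) did not pass.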

Out of 3299 genes and proteins identified in our data, 19 genes and 74 proteins were significantly deregulated in transcriptomics (|log2FC|> 1, adj. *p*-val < 0.05) and proteomics (|log2FC|> 0.58, adj. *p*-val < 0.05), respectively. 

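COMT lies on chromosome 22 of GRCh38 from 19941371 to 19969975 and encodes catechol-O-methyl transferase, which methylates catechol estrogens. It had 1281 and 1141 counts in MCF7-COMT replicates 1 and 2, and 358 and 418 in MCF7-GFP replicates 1 and 2. Normalized by TMM, these were 214 and 356 CPM in MCF7-COMT cells and 63.0 and 66.1 in MCF7-GFP cells. The log2 fold change was 2.14 (standard error 0.363, n = 2 per line), with an adjusted p of 0.806 from edgeR and 3.31e-03 from DESeq2. Both MCF7-COMT libraries lay above both MCF7-GFP libraries, and the gap was larger than the spread within either line. With MCF7-COMT replicate 2 left out the log2 fold change was 1.73 and edgeR called COMT (adjusted p = 6.73e-49), the remaining MCF7-COMT library being assumed to vary like MCF7-GFP. After the correction for GC content it was 1.75 and COMT was called as well (adjusted p = 0.0303 from edgeR). COMT overlaps TXNRD2 by 450 bases and ARVCF by 80 bases on the opposite strand, and the counts do not separate transcripts of the vector from those of the cells' own gene.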

COMT was the most significantly overexpressed gene in MCF7-COMT cells compared to control cells at both transcript and protein level, confirming the validity of the experiments. 

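Genes of cell adhesion and axon guidance made up part of the transcripts that differed. ROBO2, the receptor of SLIT guidance proteins, had 109 and 44 counts in MCF7-COMT replicates 1 and 2 against 4 and 2 in MCF7-GFP replicates 1 and 2, a log2 fold change of 4.94 (standard error 0.530, n = 2 per line, adjusted p = 7.21e-05 from DESeq2). The protocadherin gene PCDH7 had 600 and 317 counts against 105 and 105 (log2 fold change 2.51, standard error 0.312, adjusted p = 4.36e-05 from DESeq2). AMIGO2, an adhesion protein with leucine-rich repeats, had 1338 and 494 counts against 246 and 294 (log2 fold change 2.08, standard error 0.334, adjusted p = 4.17e-03 from DESeq2). CCDC85A, a coiled-coil protein, had 68 and 55 counts against 8 and 10 (log2 fold change 3.22, standard error 0.440, adjusted p = 0.0124 from DESeq2). With the correction for GC content edgeR called PCDH7 and AMIGO2 (adjusted p = 0.0145 for each) but not CCDC85A (adjusted p = 0.0503) or ROBO2 (adjusted p = 0.117). AMIGO2 and PCED1B overlap by 357 bases on opposite strands and may share reads. Of the 19 transcripts that Fig. 3 groups by function, 16 passed the filter on low counts and none passed in edgeR when adjusted over all genes, while 13 were higher and 3 lower when adjusted over the list alone. The study chose this list on these samples, so the count is not independent evidence of its direction. Its median log2 fold change was 2.68 (camera, adjusted p = 4.92e-13 with a preset correlation between genes). With an estimated correlation, the adjusted p = 0.427. A fixed list of axon guidance and adhesion genes holds 4 that the study picked, among them ROBO2, PCDH7 and AMIGO2, so it is not independent of the study's calls. Of its 43 measured members, 30 had positive and 13 negative log2 fold changes with a median of 0.28 (camera, adjusted p = 0.0121), and the adjusted p = 0.678 with an estimated correlation. When adjusted over the list alone, 3 members were higher, ROBO2, PCDH7 and AMIGO2, and none was lower, while over all genes edgeR called none. The median of the list was 0.00 without MCF7-COMT replicate 2 (camera, adjusted p = 0.473), and after the correction for GC content it was 0.19 (adjusted p = 0.111).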

Other groups of deregulated gene products involved those associated with detoxification, cell adhesion and migration, cell cycle and proliferation, transcription regulation, transport, immune system and metabolism (Fig. 3).

**Figure 3:**
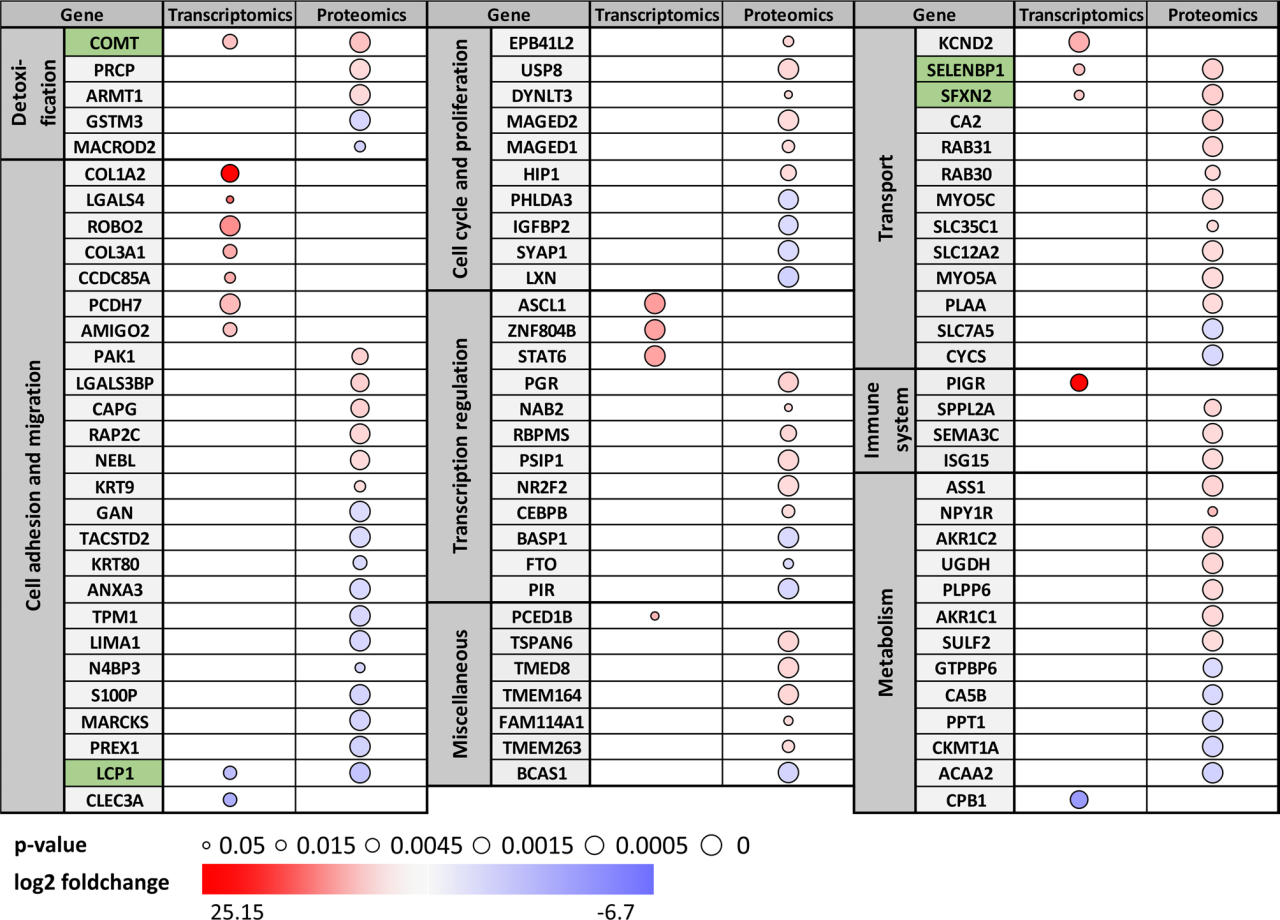
Significantly deregulated gene products in RNA-Seq (|log2FC|> 1, *p*-adj < 0.05; n = 2 per cell line) and proteomics (|log2FC|> 0.58, *q* < 0.05; n = 3 per cell line). Gene products are grouped according to their biological function. Size and color of the node represent statistical significance and log2 foldchange of the gene, respectively. Gene products significantly deregulated both in RNA-Seq and proteomics data are marked in green.

In addition to COMT, three gene products were significantly deregulated on both transcript and protein levels. 

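SFXN2 and SELENBP1 were higher in MCF7-COMT cells in DESeq2's Wald test. SFXN2, which encodes the mitochondrial membrane protein sideroflexin-2, lies on chromosome 10 from 102714538 to 102743492. It had 1298 and 795 counts in MCF7-COMT replicates 1 and 2 and 390 and 454 in MCF7-GFP replicates 1 and 2, a log2 fold change of 1.73 (standard error 0.286, n = 2 per line, adjusted p = 0.0183 from DESeq2 and 0.806 from edgeR). SELENBP1, a selenium-binding protein with methanethiol oxidase activity, lies on chromosome 1 from 151364304 to 151372707. It had 335 and 264 counts against 93 and 99, a log2 fold change of 2.11 (standard error 0.358, n = 2 per line, adjusted p = 0.0109 from DESeq2 and 0.806 from edgeR). Both genes passed in edgeR after the correction for GC content (adjusted p = 0.0408 for each). Their log2 fold changes were then 1.84 for SFXN2 and 1.77 for SELENBP1, and 1.63 and 1.81 without MCF7-COMT replicate 2.

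**Figure D2:**
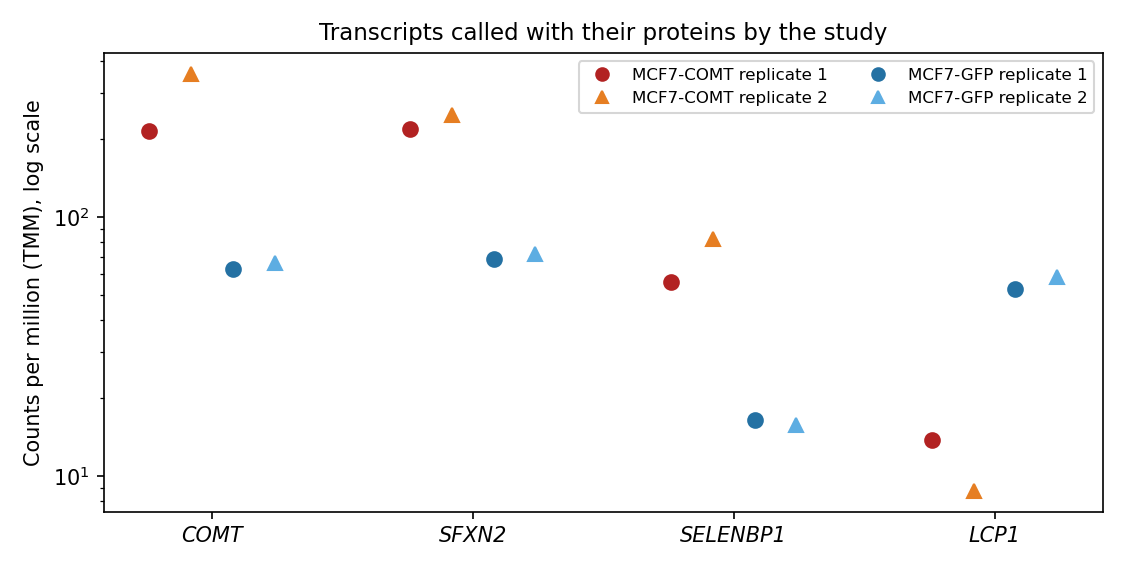
CPM after TMM scaling (vertical axis, log scale) of COMT, SFXN2, SELENBP1 and LCP1 (horizontal axis), with a point for each library. For COMT, SFXN2 and SELENBP1 both MCF7-COMT libraries lie above both MCF7-GFP libraries, and for LCP1 both lie below.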

From these, sideroflexin-2 (SFXN2) is an evolutionary conserved protein involved in mitochondrial iron metabolism by regulating heme biosynthesis^21^. SFXN2 was later observed as an prognostic factor in renal, urothelial, cervical, and liver cancer and its high expression was associated with a significantly longer overall survival probability in the PANCAN cohort with more than 12,800 samples derived from 17 different tumors^22^. Furthermore, *LCP1* gene product representing plastin-2/L-plastin protein was downregulated in MCF7-COMT cells; this protein was observed to accompany tumorigenesis in malignant cells and was connected to cell migration and metastasis^23^. These genes were selected from combined omics analysis based on three biological replicates in proteomics and two biological replicates in transcriptomics and remained unchanged when additional two biological replicates were implemented into transcriptomics analysis (Supplementary Data S5). These data on the key gene products co-regulated with COMT indicate that COMT overexpression might lead to upregulation of tumor suppressing and downregulation of pro-tumorigenic gene products.

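LCP1 lies on chromosome 13 of GRCh38 from 46125920 to 46211871 and encodes an actin-bundling protein that is best known from blood cells. It had 82 and 28 counts in MCF7-COMT replicates 1 and 2 and 298 and 370 in MCF7-GFP replicates 1 and 2, or 13.7 and 8.73 against 52.4 and 58.5 CPM after TMM scaling. LCP1 fell by 2.29 on the log2 scale (standard error 0.381, n = 2 per line), with an adjusted p of 5.34e-03 from DESeq2 and 0.806 from edgeR. The gap between the lines exceeded the spread within each. Leukocyte markers, a list in which LCP1 is not included, were at 91.4 CPM in MCF7-COMT replicate 2 and at 6.36, 8.97 and 9.17 in MCF7-COMT replicate 1, MCF7-GFP replicate 1 and MCF7-GFP replicate 2. Of the 12 leukocyte genes, only 1 had at least 10 counts in MCF7-COMT replicate 2 and at most 2 in each other library. The log2 fold change of LCP1 was -2.02 without MCF7-COMT replicate 2. After the correction for GC content edgeR called LCP1 (log2 fold change -2.09, adjusted p = 0.0408).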

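Transcripts of the proteins that Fig. 3 reports as changed, apart from the 4 gene products changed on both levels, went as groups in the direction of their proteins. Of 42 measured transcripts of the more abundant proteins, 35 had a positive log2 fold change in MCF7-COMT cells, with a median of 0.47 (camera, adjusted p = 1.64e-05 with a preset correlation and adjusted p = 0.532 with an estimated correlation). Among them, SULF2, a sulfatase that edits heparan sulfate outside the cell, had 11526 and 8706 counts in MCF7-COMT replicates 1 and 2 and 7019 and 7675 in MCF7-GFP replicates 1 and 2, a log2 fold change of 0.92 (standard error 0.312, n = 2 per line, adjusted p = 0.810 from edgeR). Of 27 transcripts of the less abundant proteins, 24 had a negative log2 fold change, with a median of -0.71 (camera, adjusted p = 9.91e-07, and adjusted p = 0.427 with an estimated correlation). SLC7A5, an importer of large neutral amino acids, had 978 and 889 counts against 1843 and 2203 (log2 fold change -0.61, standard error 0.352). PREX1, an activator of the GTPase RAC, had 1950 and 1862 counts against 3250 and 4017 (log2 fold change -0.41, standard error 0.366). In edgeR no member of either list passed over all genes or when adjusted over the list alone. With COMT, SFXN2 and SELENBP1 added to the first list and LCP1 to the second, these 4 and no others passed when adjusted over the list alone (largest adjusted p = 0.0215 and 0.0365). The study chose both lists on these lines, so neither is independent evidence. In the preranked test the list of more abundant proteins had a normalized enrichment score of 1.60 (fgsea, adjusted p = 0.0329), which was 0.77 (adjusted p = 0.928) without MCF7-COMT replicate 1 and 1.44 (adjusted p = 0.110) without MCF7-GFP replicate 1, while the list of less abundant proteins had -2.20 (adjusted p = 7.21e-05). The medians were 0.62 and -0.58 without MCF7-COMT replicate 2, and camera with the preset correlation called both lists, while without MCF7-COMT replicate 1 it did not call the list of more abundant proteins (median 0.16, adjusted p = 0.576). Without MCF7-COMT replicate 2 SLC7A5 and PREX1 had log2 fold changes of -1.04 and -0.89. After the correction for GC content edgeR called neither (adjusted p = 0.0689 and 0.142). From the genes changed on both levels, among them the higher SFXN2 and the lower LCP1, and from their reported roles in tumors, the paper proposes that COMT overexpression might raise tumor-suppressing and lower pro-tumorigenic gene products.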

GSEA pathway analysis of RNA-Seq and proteomics data was carried out to further recognize the changes in biological processes associated with COMT overexpression in MCF7 cells. 

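Genes of the interferon response, fixed as a list of 55 genes in the table, lay toward the MCF7-COMT end of the transcript ranking. Their normalized enrichment score was 2.06 (fgsea, adjusted p = 1.63e-05), and it was 1.70 (adjusted p = 6.71e-03) without MCF7-COMT replicate 2. IFI6 had 82 and 67 counts in MCF7-COMT replicates 1 and 2 and 21 and 9 in MCF7-GFP replicates 1 and 2, IFIT1 had 11 and 6 against 3 and 3, and OAS1 had 15 and 24 against 8 and 2. These 3 genes, classical targets of type I interferon, were chosen after their values were seen. None passed in edgeR (adjusted p = 0.810 for each). The log2 fold changes of IFI6, IFIT1 and OAS1 were 2.44, 1.84 and 1.56 without MCF7-COMT replicate 2. After the correction for GC content none of the 3 passed in edgeR (adjusted p = 0.152, 0.371 and 0.493). Of 39 interferon genes that passed the filter on low counts, 28 had a positive log2 fold change, with a median of 0.46 (camera, adjusted p = 9.58e-04, and adjusted p = 0.631 with an estimated correlation). None passed when adjusted over the list alone. The median of the interferon list was 0.15 without MCF7-COMT replicate 2. The ranking held all protein-coding genes by DESeq2's log2 fold change, the measure the paper ranked by. Because fgsea permutes genes, its p-values do not measure variation between cultures. Of 26 fixed lists with 15 to 500 members, 9 lay toward MCF7-COMT and 4 toward MCF7-GFP at an adjusted p under 0.05, and 4 of these 13 were lists the study chose on these samples. Marker genes of intestinal epithelium (normalized enrichment score 2.25, adjusted p = 8.89e-09) and of fibroblasts (2.09, adjusted p = 3.51e-06) were 2 of the 9. When MCF7-COMT replicate 2 was left out, 3 lists lay toward MCF7-COMT and 1 toward MCF7-GFP, of 24 that could be tested. The Reactome pathways of the paper were not among the lists tested.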

184 and 78 enriched pathways were identified at *p* < 0.05 (Supplementary Data S6) in RNA-Seq and proteomics datasets, respectively. The overlaps among enriched pathways on transcript and protein levels were visualized as a Cytoscape network of single biological theme clusters (Fig. 4). 

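Transcripts of the extracellular matrix lay toward the MCF7-COMT end of the ranking by log2 fold change. The p-values of fgsea permute genes and take no account of variation between cultures. For 37 collagen genes the normalized enrichment score was 2.09 (fgsea, adjusted p = 5.59e-05), for 48 matrix glycoproteins and proteoglycans 2.13 (adjusted p = 1.13e-05) and for 55 matrix proteases and their inhibitors 2.00 (adjusted p = 7.21e-05). The study picked 15 of the proteases and inhibitors, and the list did not pass when the ranking kept the genes that filterByExpr keeps (score 1.41, adjusted p = 0.157). In camera its adjusted p = 0.173, and adjusted p = 0.819 with an estimated correlation. For the collagens camera gave adjusted p = 0.733 with an estimated correlation, and for the glycoproteins and proteoglycans 0.783. Enzymes and chaperones that modify collagen, 22 genes, had a score of -1.09 and did not pass (adjusted p = 0.520). Fibroblast markers, a list that shares genes with the collagens, were at 487 CPM in MCF7-COMT replicate 2 against 51.7 in MCF7-COMT replicate 1 and 25.3 and 34.5 in MCF7-GFP replicates 1 and 2. Without MCF7-COMT replicate 2 none of the 3 matrix lists passed, with scores of -1.02 (adjusted p = 0.846) for the collagens, -1.28 (adjusted p = 0.352) for the glycoproteins and proteoglycans and -0.89 (adjusted p = 0.876) for the proteases and inhibitors. Collagen genes are rich in GC, and a ranking of the genes by GC content alone, chosen after the data were seen, gave them a score of 2.53 (adjusted p = 2.52e-06), the glycoproteins and proteoglycans 1.76 (adjusted p = 0.0231) and the proteases and inhibitors 1.45 (adjusted p = 0.0893). All 3 lists still passed after the correction for GC content, with scores of 1.87 (adjusted p = 3.01e-04), 1.83 (adjusted p = 1.91e-04) and 1.77 (adjusted p = 6.12e-04). The general machinery of transcription, 52 genes of RNA polymerase II and its initiation and elongation factors, had a score of -0.81 and did not pass (adjusted p = 0.993), but it was lower without MCF7-COMT replicate 1, with a score of -1.57 (adjusted p = 0.0163).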

Largest clusters correspond to gene transcription (negative enrichment) and extracellular matrix (ECM) organization (positive enrichment in COMT overexpressing cells). The latter well supports the results of invasion assays (Figs. 1, 2) as the interaction with ECM components is a key factor of the ability of cells to invade. ECM organization cluster was directly connected to MET signaling in the visualized network (Fig. 4). This is important as MET pathway, including MET receptor and its ligand, hepatocyte growth factor (HGF), has a key role in cancer cell migration and metastasis and is an established target of breast cancer therapy. 

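PAK1, USP8, SRC, PTPN1, ITGB1, ITGA2, ITGA3 and HGFAC make up the MET pathway's entries in Table 1 together with the collagens. Table 1 reports these 8 as changed proteins and gives no transcript change for them. Their transcripts did not pass in edgeR or in DESeq2 (adjusted p = 0.997 for each in DESeq2). This does not show that they were unchanged. On simulated data edgeR called 4% and DESeq2 called 6% of genes given an absolute log2 fold change of 1. PAK1, a kinase downstream of RAC and CDC42, had 157 and 47 counts in MCF7-COMT replicates 1 and 2 and 64 and 84 in MCF7-GFP replicates 1 and 2 (log2 fold change 0.75, standard error 0.415, n = 2 per line). The tyrosine kinase gene SRC had 157 and 138 counts against 116 and 139 (log2 fold change 0.70, standard error 0.382). The phosphatase gene PTPN1 had a log2 fold change of 0.18 (standard error 0.277). USP8, a deubiquitinase, had 309 CPM in MCF7-COMT replicate 1 and 88.6 in replicate 2, against 177 and 175 in MCF7-GFP replicates 1 and 2. Its log2 fold change of 0.18 (standard error 0.590) was -0.05 in limma-voom and -1.03 without MCF7-COMT replicate 1. The integrin genes ITGB1 and ITGA2 had log2 fold changes of -0.70 (standard error 0.564) and -0.94 (standard error 0.479), and ITGA3 had -0.06 (standard error 0.379), which was 0.29 when libraries were scaled by their totals and 0.05 with upper quartile scaling. HGFAC, the protease that activates hepatocyte growth factor, had 6 and 4 counts against 8 and 14 (log2 fold change -0.71, standard error 0.535). Without MCF7-COMT replicate 2 the log2 fold changes were 1.09 for PAK1, 0.81 for USP8, 0.31 for SRC and 0.12 for PTPN1. For ITGB1, ITGA2, ITGA3 and HGFAC they were -0.096, -0.46, -0.53 and -0.85. With and without that library, all but ITGB1 had the sign that Table 1 gives for the protein. The signs of USP8 and ITGA3 turned in other settings, and no test of the signs was run. After the correction for GC content edgeR called none of the 8.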

We were thus interested how the individual gene products of this pathway were regulated in response to COMT overexpression (Table 1). First, collagens alpha-2 (COL1A2) and alpha-1 (COL3A1) were the most upregulated gene products. 

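Of the collagen transcripts, COL1A2 was detected in MCF7-COMT replicate 2 alone. COL1A2, on chromosome 7 from 94394895 to 94431227, encodes a chain of type I collagen. It had 248 counts in that library and 0 in MCF7-COMT replicate 1, MCF7-GFP replicate 1 and MCF7-GFP replicate 2. With both MCF7-COMT libraries pooled against 3 counts over the MCF7-GFP group, COL1A2 was at least 108-fold higher, a log2 value of 6.76. That bound rests on MCF7-COMT replicate 2 alone, as MCF7-COMT replicate 1 had 0 counts like MCF7-GFP. COL1A1, the other chain of type I collagen, had 94 and 669 counts in MCF7-COMT replicates 1 and 2 and 55 and 99 in MCF7-GFP replicates 1 and 2. Its log2 fold change of 3.14 (standard error 1.16, n = 2 per line, adjusted p = 0.810 from edgeR and 0.182 from DESeq2) was 0.30 without MCF7-COMT replicate 2. COL3A1, on chromosome 2 from 188974373 to 189012746, encodes type III collagen. It had 158 and 329 counts against 28 and 52, or 26.4 and 103 against 4.93 and 8.22 CPM after TMM scaling, a log2 fold change of 3.28 (standard error 0.751, n = 2 per line). The adjusted p was 4.11e-03 from DESeq2 and 0.810 from edgeR. For COL3A1 the log2 fold change without MCF7-COMT replicate 2 was 1.99. After the correction for GC content it was 3.00 and edgeR did not call COL3A1 (adjusted p = 0.200). COL1A1, COL1A2 and COL3A1 are among the fibroblast markers that stood apart in MCF7-COMT replicate 2, where the list reached 16.3 times the MCF7-GFP level. These collagens hold most of the list's 1561 counts in that library, so the ratio is not independent of them.

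**Figure D3:**
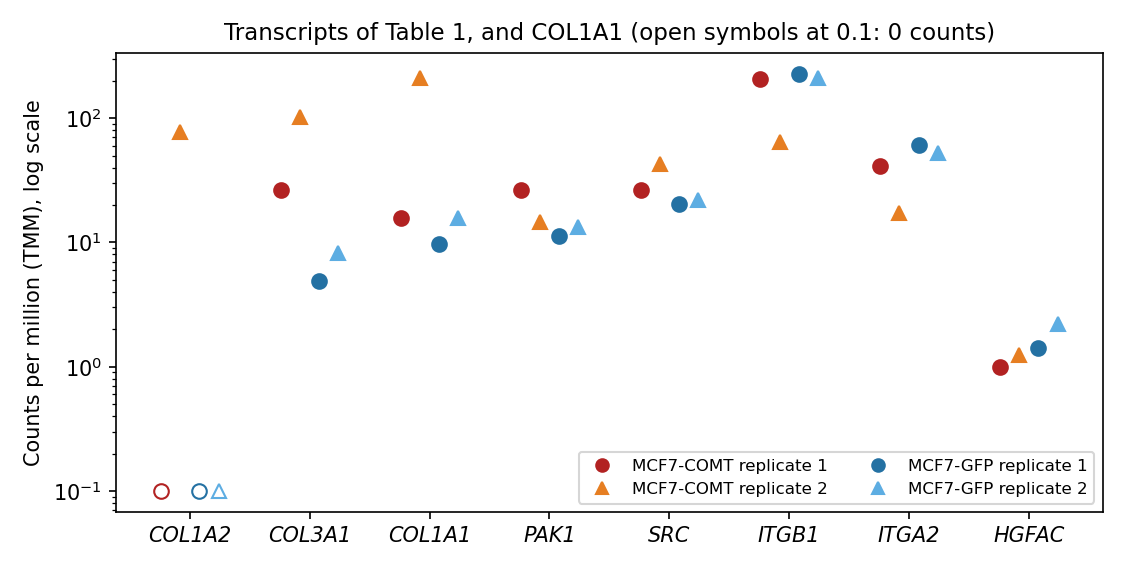
CPM after TMM scaling (vertical axis, log scale) of transcripts of Table 1 and of COL1A1 (horizontal axis), with a point for each library and open symbols at 0.1 for libraries with 0 counts. COL1A2 is above 0 in MCF7-COMT replicate 2 alone, at 77.4, and COL3A1 lies higher in both MCF7-COMT libraries than in both MCF7-GFP libraries.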

The corresponding proteins serve as structural constituents of extracellular matrix^24^, supporting the interaction of cancer cells with ECM. On the other hand, hepatocyte growth factor activator (HGFAC) was the most downregulated protein in COMT overexpressing cells (Table 1)^25^. HGFAC, a MET ligand, is essential factor for the activation of hepatocyte growth factor (HGF)^26^. These data indicate an interplay between COMT overexpression and suppression of MET signaling.

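A fixed list of MET signaling genes, from the receptor and its ligand's activators to the adaptor, kinase and ubiquitin steps, showed no common shift of its transcripts. The list is not the paper's Reactome pathway and holds 4 genes that the study picked. The paper also drew on protein levels, which transcripts do not measure. Of 48 measured members, 21 had positive and 27 negative log2 fold changes with a median of -0.06 (camera, adjusted p = 0.843, and adjusted p = 0.858 with an estimated correlation). In the preranked test the 52 members in the table had a normalized enrichment score of -0.67 (fgsea, adjusted p = 0.993). None passed in edgeR over all genes or when adjusted over the list alone. MET itself, named here as the pathway's receptor after its values were seen, had 166 and 49 counts in MCF7-COMT replicates 1 and 2 and 145 and 153 in MCF7-GFP replicates 1 and 2, a log2 fold change of -0.20 (standard error 0.407, n = 2 per line). Its sign turned with the scaling, with 0.01 when libraries were scaled by their totals, and it was 0.16 without MCF7-COMT replicate 2. HGF, the ligand, had 1 count in MCF7-COMT replicate 2 and 0 in each other library. The median of the list was 0.01 without MCF7-COMT replicate 2 and 0.03 after the correction for GC content.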

**Figure 4:**
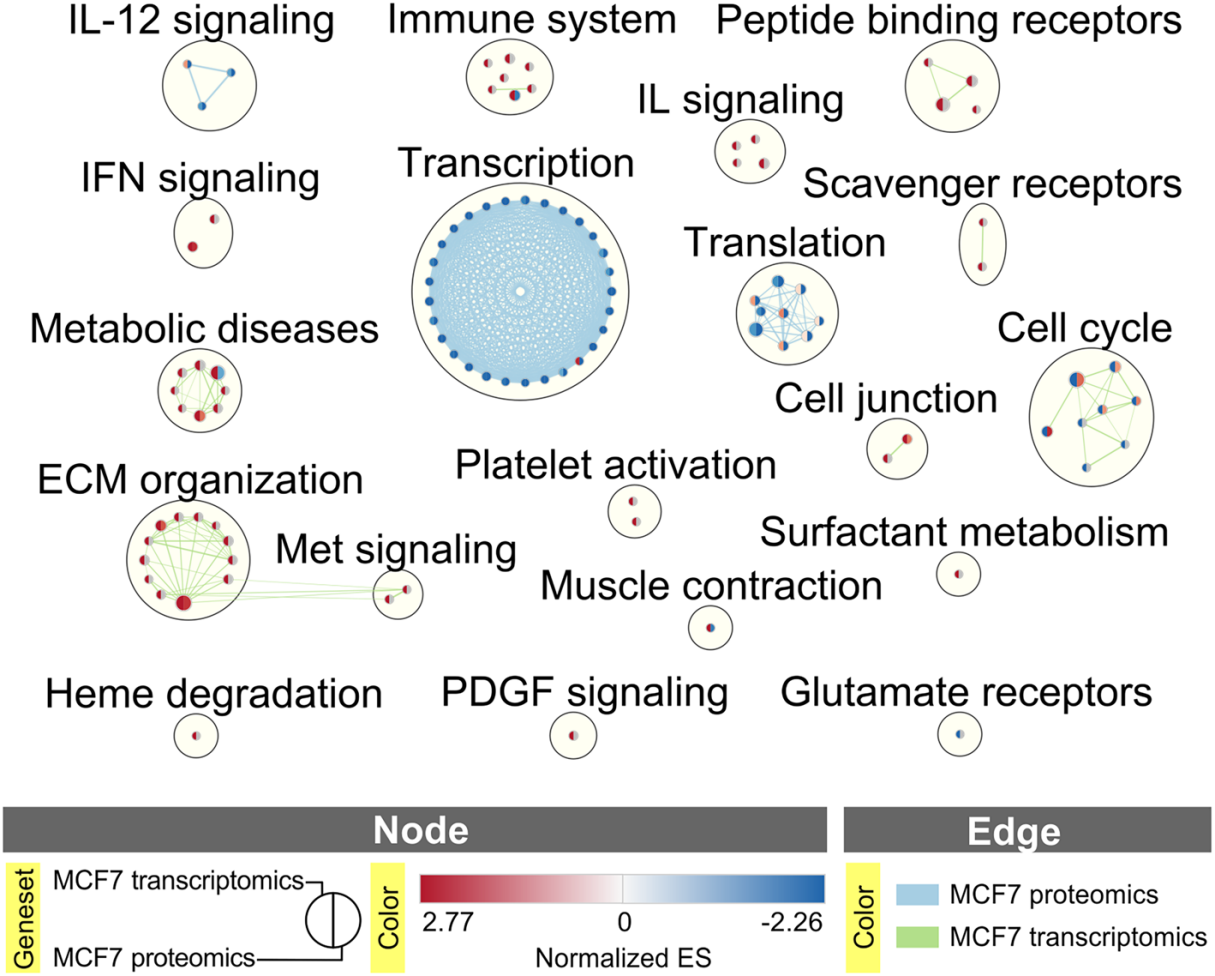
Cytoscape network of significantly enriched (FDR *q*-value < 0.05, Jacard and Overlap metric < 0.375) pathways obtained in GSEA analysis based on RNA-Seq and proteomics data.

**Table 1:** Genes and proteins involved in MET signaling deregulated in RNA-Seq and proteomics data (*p*-adj. < 0.05).

Gene	Protein name	log2FC	*p* adj. value	Dataset
COL1A2	Collagen alpha-2(I) chain	24.15	7.60E−04	Transcript
COL3A1	Collagen alpha-1(III) chain	3.24	4.11E−03	
PAK1	Serine/threonine-protein kinase PAK 1	1.25	1.60E−03	Protein
USP8	Ubiquitin carboxyl-terminal hydrolase 8	0.80	7.20E−19	
SRC	Proto-oncogene tyrosine-protein kinase Src	0.27	2.45E−02	
PTPN1	Tyrosine-protein phosphatase non-receptor type 1	0.14	2.80E−04	
ITGB1	Integrin beta-1	0.09	8.24E−03	
ITGA2	Integrin alpha-1	− 0.13	3.76E−02	
ITGA3	Integrin alpha-3	− 0.32	4.55E−02	
HGFAC	Hepatocyte growth factor activator	− 0.46	2.00E−02	

Having big omics datasets for COMT-related network in our hands, we were interested whether these RNA-Seq and/or proteomics data can be used to simply distinguish the COMT + and COMT− cells based on their transcriptome and/or proteome profile. As single omics analysis usually does not provide enough information to give a deep understanding of a biological system, we integrated both RNA-Seq and proteomics datasets and subjected them to multivariate analysis. Correlation analysis of both omics’ datasets led to identification of top 50 transcripts and top 50 proteins that were highly correlated. Based on these, we were able to differentiate the sample subgroups in response to COMT overexpression (Fig. 5A). Accordingly, samples of MCF7-COMT and MCF7-GFP cells each clustered together based on the expression of the most correlated transcripts and proteins (Fig. 5B). 

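In the transcriptomes alone, the main axis of variation set MCF7-COMT replicate 2 apart from the other libraries. The first principal component of log2 CPM over 13490 genes held 85.2% of the variance. On it MCF7-COMT replicate 2 scored 97.0, MCF7-COMT replicate 1 scored -27.8, and MCF7-GFP replicates 1 and 2 scored -38.4 and -30.8. The second component held 10.5% of the variance, with scores of 32.7 for MCF7-COMT replicate 1, -1.65 for MCF7-COMT replicate 2 and -14.8 and -16.2 for MCF7-GFP replicates 1 and 2. The scores of the lines did not overlap on either component. The Euclidean distance between the MCF7-COMT libraries was 129, against 36.5 between the MCF7-GFP libraries. MCF7-COMT replicate 1 lay 52.0 from MCF7-GFP on average and MCF7-COMT replicate 2 lay 134 from it. The mean distance between lines was 1.12 times the mean distance within lines (SD 0.568), with the largest distance within a line being that between the MCF7-COMT libraries. Over the same genes, MCF7-COMT replicate 1 correlated with MCF7-GFP replicates 1 and 2 at Pearson's r of 0.973 and 0.973 and with MCF7-COMT replicate 2 at 0.857, where genes are not independent replicates. After the correction for GC content the distance between the MCF7-COMT libraries was 79.7.

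**Figure D4:**
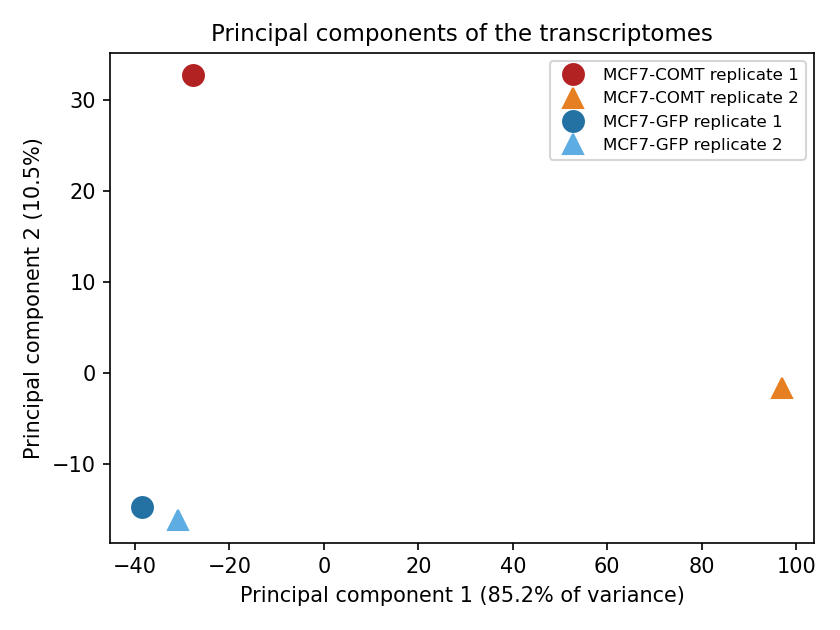
Scores of the 4 libraries on the first principal component (horizontal axis, 85.2% of variance) and the second (vertical axis, 10.5%) of log2 CPM. MCF7-COMT replicate 2 lies at 97.0 on the first component, and the other 3 libraries lie between -38.4 and -27.8.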

Even though the integration of the data should display a broader view of samples and enrich our results with a deeper biological context, variance analysis based on the RNA-Seq and proteomics data also showed that the effect of COMT overexpression on MCF7 cells could be distinguished solely using transcriptomics, or proteomics dataset (Supplementary Fig. S6). These results confirm that both datasets are sources of a valuable and relevant information for future studies on COMT functional network.

**Figure 5:**
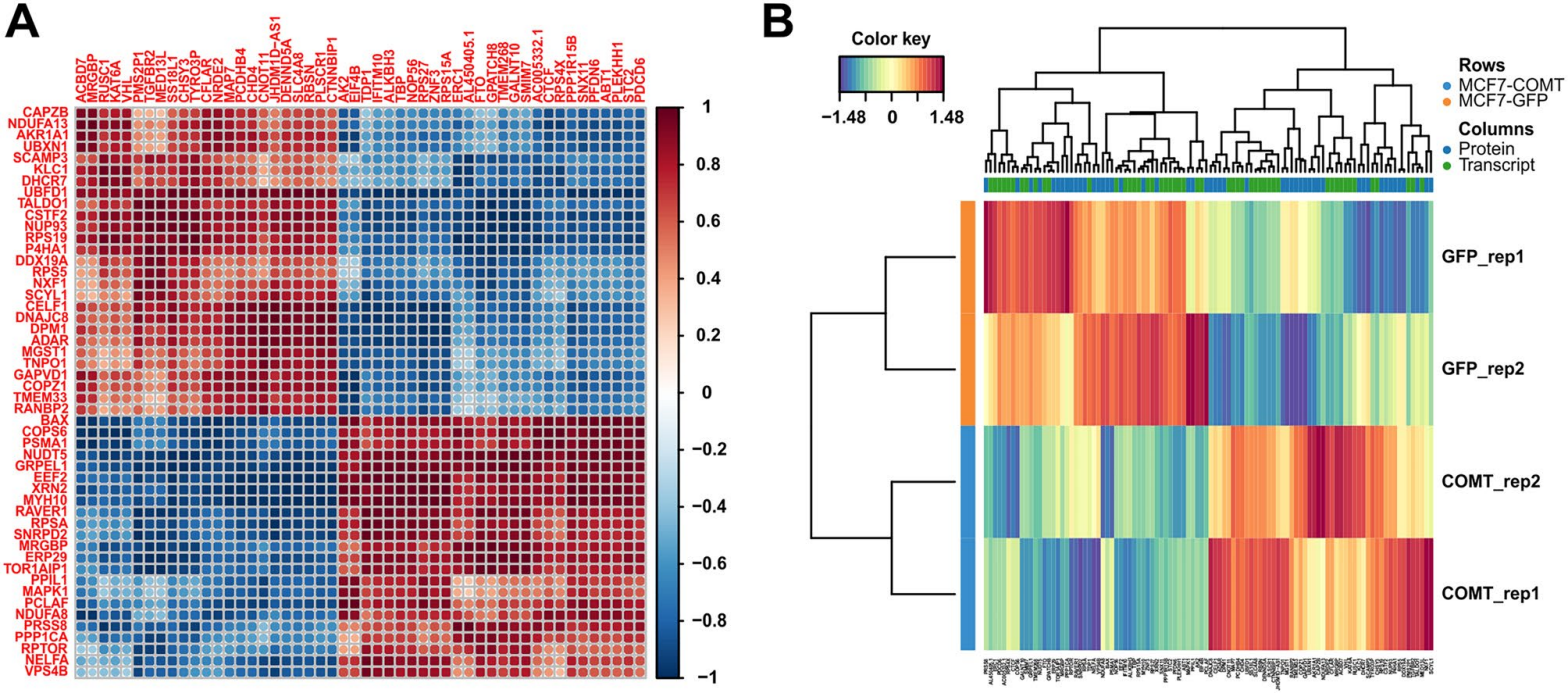
Correlation analysis (**A**) and hierarchical clustering (**B**) based on the top correlated gene products from omics analyses could distinguish the MCF7 samples with and without COMT expression.

### MET interactor SPINT2 is a key interaction partner of COMT

As not only the co-expression, but also a physical interaction between proteins indicates their functional collaboration, we generated additional stably transduced cell line overexpressing COMT N-terminally tagged with streptavidin binding peptide (SBP) (MCF7-SBP-COMT) as well as the control line expressing SBP only (MCF7-SBP; see Fig. S7 for input levels of COMT and SBP into pull-down assay). Pull-down assay followed by LC-DIA-MS/MS was applied to identify protein–protein interactions of COMT. Of total 388 proteins identified and quantified (Supplementary Data S7), 48 were more abundant (log2FC > 1, *q* < 0.05) in pull-down assays in the presence of COMT, being its potential interaction partners. Subsequently, proteins more abundant (log2FC > 0, *q* < 0.05) also in MCF7-COMT vs. MCF7-GFP total cell proteome were filtered out from this list to exclude changes caused by expression and not the interaction. 32 proteins met these criteria being considered the “true” interaction partners of COMT (Fig. 6). While Ras-related proteins RAB14 and RAB5A, calnexin (CANX) and extended synaptotagmin-1 (ESYT1) have been listed as known COMT interactors in BioGRID^27^, HIPPIE^28^, MENTHA^29^ and PINA^30^ databases, the rest of the “true” interactors are new. To categorize these true interactors into REACTOME pathways, we performed GSEA that resulted in three statistically significantly positively enriched pathways (NOM *p*-value < 0.05; Table 2). As a result, the only “true” interactor that was involved in two of three identified pathways, MET RECEPTOR ACTIVATION and SIGNALING BY MST1 (Table 2) which also had the highest log2FC in pull-down assay but no significantly different abundance between MCF7-COMT vs. MCF7-GFP cells (Fig. 6), was SPINT2, a protease inhibitor known for a negative regulation of hepatocyte growth factor-induced invasion in BC cells^26^. This finding complements an information on interplay between COMT and MET signaling observed in RNA-Seq and proteomics experiments. The third pathway, SIGNALING BY NUCLEAR RECEPTORS pathway is involved in transcription regulation. Among the proteins involved in this pathway, GNAI3 was found responsible for inhibition of cell invasion and tumor progression in hepatocellular^31^ and colitis-associated carcinoma^32^, whereas SCD^33^ and CPT1A^34,35^ are involved in tumor progression and cell motility. In conclusion, pathway analysis of pull-down assay data revealed novel interesting interactors of COMT corresponding to the same functional groups as RNA-Seq and proteomics analysis (MET pathway and transcription regulation) that might cooperate in COMT activity, including its tumor suppressor role in MCF7 cells.

**Figure 6:**
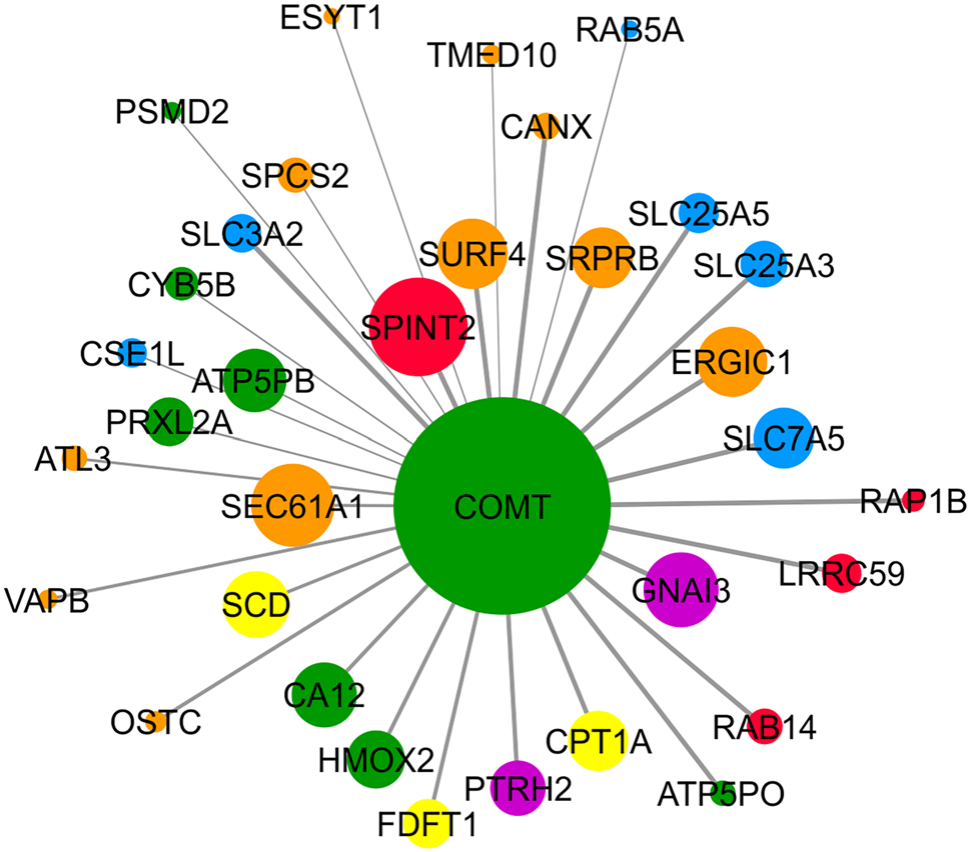
Identified COMT protein–protein interaction partners displayed by Cytoscape. Proteins involved in regulation of cell adhesion and motility, redox homeostasis, cell cycle, ER organization, protein transport and lipid metabolism according to Uniprot are marked in red, green, purple, orange, blue and yellow, respectively. Size of the nodes represent log2 of the average foldchange of COMT to control. Width of the edges represent *p*-value for the interaction.

**Table 2:** Statistically significant enriched pathways (NOM *p* < 0.05) in the protein–protein interaction data.

Pathway	Genes involved	ES	NOM *p*-value
SIGNALING BY MST1	SPINT2	1.00	0.000
MET RECEPTOR ACTIVATION	SPINT2	1.00	0.000
SIGNALING BY NUCLEAR RECEPTORS	GNAI3, SCD, CPT1A	0.78	0.048

*ES* enrichment score, *NOM p-value* nominal *p*-value.

## Discussion

Catechol-O-methyl transferase is the enzyme required for inactivation of carcinogenic catechol estrogens, playing a tumor protective role in ER dependent cells^1–8^. In breast cancer cells, Tolba et al. showed that silencing of COMT enhanced cell proliferation of MCF7, however, the opposed was observed in cells that lack ER-α expression as MDA-MB-231^36^. Accordingly, Faktor et al. found COMT to be positively associated with migration of MDA-MB-231 cell line using SILAC proteomics^11^. Our data presented here well complement all these findings by the observation that COMT overexpression in MCF7 cells leads to decreased invasiveness of ER dependent MCF7 cells originally derived from luminal A breast tumor.

Our current study of the COMT effect on invasiveness and tumorigenesis on molecular level led to the gain of transcriptomic and proteomic profiles of MCF7-COMT and control cells. Network constructed of significantly enriched pathways based on these data (Fig. 4) showed deregulation of MET signaling pathways due to COMT overexpression. Signaling leading to interaction between hepatocyte growth factor (HGF) and MET receptor is known to contribute to metastasis development^37^. HGF is involved in tumor cell–cell interactions, matrix adhesion, migration, invasion, and angiogenesis^38^ and together with MET represent an important target for cancer therapy. We identified several deregulated proteins involved in MET signaling in the proteomic data. Serine/threonine-protein kinase PAK1 involved in MET signaling activation via inhibition of merlin^39^ and ubiquitin-specific protease 8 (USP8) regulating MET levels and stability^40,41^ were significantly overexpressed (Table 1). However, almost 1.4-fold lower expression of HGF activator (HGFAC) required for proteolytic activation of HGF inactive precursor and its conversion to heterodimer along with slight overexpression of negative regulator of MET signaling^25^, protein tyrosine phosphatase 1B (PTPN1), were observed after COMT overexpression in our data. Newly found interplay between the MET signaling and COMT expression might pose as additional element participating in inhibition of tumorigenesis mediated by COMT. Another contributing factor to the connection between COMT and MET signaling might be its novel interacting partner Kunitz-type protease inhibitor 2(SPINT2) found in our pull-down data. SPINT2 serves as inhibitor of HGFAC which is, as previously mentioned, necessary for cleaving the pro-HGF and subsequent binding of active HGF to its receptor MET^38^.

Considering the function of SPINT2, its role as tumor suppressor was reported in several malignancies such as breast cancer^38,42^, prostate cancer^43,44^, renal cell carcinoma^45–47^, brain cancer^48–51^ and others^52,53^. SPINT2 has been found to be associated with COMT in in silico analysis so far only indirectly through epithelial cell adhesion molecule (EPCAM) and aldehyde dehydrogenase (ALDH) family using STRING database (Fig. 7) and amyloid-beta precursor protein (APP) in BioGRID database. Even though the connection between SPINT2, EPCAM and ALDH3B2 is based on their co-expression in the database, Kawaguchi et al. experimentally proved that SPINT2 stabilizes EPCAM-claudin-7 complex which prevents enhanced epithelial permeability^54^. The connection between COMT and ALDH family is based on their known joint participation in detoxification pathways^55^. Yet another identified indirect interaction between COMT and SPINT2 was mediated via APP, protein associated with occurrence of neurodegenerative diseases such as Alzheimer disease^56^. Study of these disorders led to recognition of COMT and SPINT2 as interacting partners of APP by quantitative interaction proteomics^57^ and protein array-based interactome screen^58^, respectively. Thus, the newly discovered direct interplay between these two proteins could define new mechanism of COMT tumor suppressor activity.

**Figure 7:**
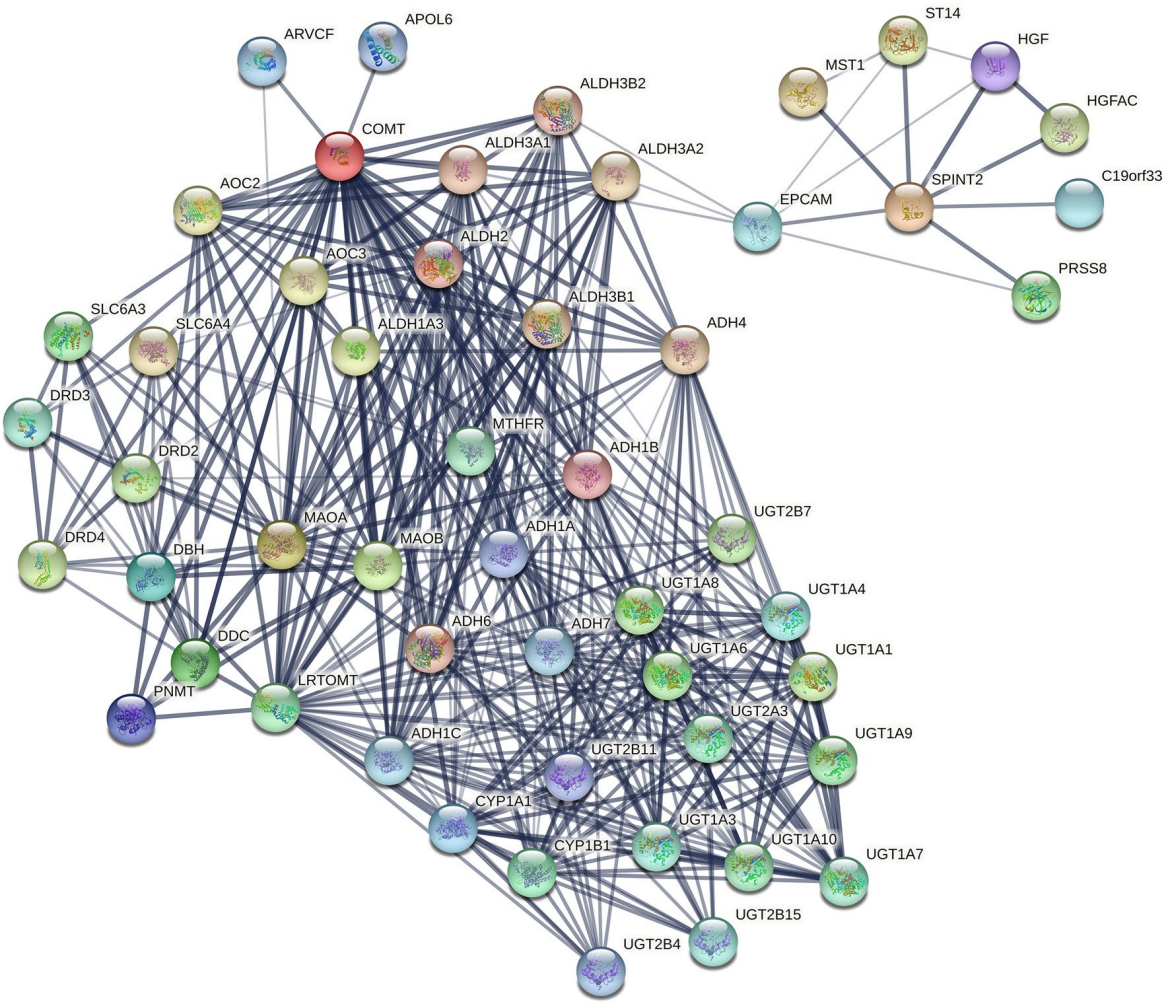
In silico analysis of protein–protein interactions between COMT and SPINT2. Analysis was conducted in STRING database using default settings except minimum required interaction score was set to medium confidence (0.400) and maximum number of interactors was set to no more than 50 interactors in 1st shell. Line thickness indicates the strength of data support.

Moreover, the overlap of quantified data from transcriptomic and proteomic analyses showed positive enrichment of pathways involved in ECM organization in MCF7 cells overexpressing COMT. 

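Among 18 collagen genes that passed the filter on low counts, 17 had a positive log2 fold change in MCF7-COMT cells, with a median of 0.69 (camera, adjusted p = 9.91e-07 with a preset correlation, and adjusted p = 0.733 with an estimated correlation). The chain of type VI collagen COL6A1, chosen after its values were seen, had 144 and 150 counts in MCF7-COMT replicates 1 and 2 and 55 and 70 in MCF7-GFP replicates 1 and 2 (log2 fold change 1.76, standard error 0.448, n = 2 per line). COL5A1, a chain of the type V collagen of fibrils, had 1515 and 1323 counts against 1093 and 1388 (log2 fold change 0.69, standard error 0.345), and COL18A1, a collagen of basement membranes, had 1350 and 1279 against 1044 and 1270 (log2 fold change 0.70, standard error 0.366). No collagen passed in edgeR, over all genes or when adjusted over the list alone. Without MCF7-COMT replicate 2 the median of the list was 0.30, and COL5A1, COL18A1 and COL6A1 were at 0.30, 0.23 and 1.21. COL6A1 did not pass after the correction for GC content (log2 fold change 1.32, adjusted p = 0.100). After the correction for GC content the median was 0.31 (camera, adjusted p = 1.24e-04, and adjusted p = 0.579 with an estimated correlation). Of 19 matrix glycoproteins and proteoglycans, 16 had a positive log2 fold change, with a median of 0.52 (camera, adjusted p = 0.0121, and adjusted p = 0.783 with an estimated correlation). Adjusted over the list alone, VCAN was higher, and MATN3, a matrilin of cartilage named after its values were seen, was lower with 6 and 2 counts against 24 and 28 (log2 fold change -2.31, standard error 0.482). Neither passed over all genes. The median of this list was 0.11 without MCF7-COMT replicate 2 (camera, adjusted p = 0.473) and 0.33 after the correction for GC content (adjusted p = 0.114).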

Observed changes in pathways related to collagen organization and turnover, anchoring fibril formation, and syndecan, integrin and non-integrin ECM interactions (Supplementary Data S6) might also be instrumental to demonstrate the anti-invasive effect of COMT on ER + breast cancer cells. Positive enrichment of these pathways is represented by several proteins involved in matrix turnover such as secreted (MMP-2, MMP-7, MMP-8, MMP-9, MMP-12) and membrane-type (MMP-14) matrix metalloproteinases impacting matrix integrity by degrading matrix constituents^59^, metalloproteinase inhibitor 1^60^, N-proteinases ADAMTS-2, ADAMTS-3, ADAMTS-9, ADAMTS-14 and ADAMTS-16 degrading procollagen types I, II and III^61^, cathepsin S cleaving matrix precursors intracellularly^60^, tolloid-like protein 2 proteinase cleaving the carboxy terminus of pro-collagen to release mature collagen molecules^60^, and serpins E1 and H1 serving as inhibitors of matrix turnover by inhibiting serin and cysteine proteases and controlling the collagen turnover by regulating the activity of other degrading enzymes^60^. In addition, the cluster of ECM organization related pathways is associated with collagen fibril organization and cell adhesion represented by lysyl oxidase family member LOXL1 stabilizing the mature collagen fibrils and elastin^60^, lysyl hydroxylase family member PLOD2 involved in crosslinking the collagen fibrils^62^, and several matrix constituents^60^. These include proteoglycan versican, glycoproteins tenascin C, laminin subunit beta-3 forming basal lamina^60^, intracellular adhesion molecule 4 regulating cell adhesion and assembly of other matrix molecules^63^, and sialo-glycoprotein vascular cell adhesion molecule 1 serving pivotal role in the adhesion of cells to the vascular endothelium^64^. 

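Most transcripts of these matrix proteases were at the limit of detection in MCF7-GFP cells, and the counts in MCF7-COMT cells lay mainly in replicate 2. MMP2 had 51 counts in MCF7-COMT replicate 2 against 0, 0 and 2 in MCF7-COMT replicate 1, MCF7-GFP replicate 1 and MCF7-GFP replicate 2. In the same order MMP14 had 46 counts against 1, 2 and 4, ADAMTS2 had 15 against 1, 0 and 0, CTSS, which encodes cathepsin S, had 13 against 0, 1 and 4, and ADAMTS14 had 10 against 1, 0 and 1. MMP9 had 10 counts against 3, 1 and 7, and SERPINE1 had 11 against 5, 2 and 5. MMP7 had 5 counts in MCF7-COMT replicate 2 and 0 elsewhere. MMP8, MMP12, ADAMTS3, ADAMTS16 and TLL2 had at most 3 counts in any library. None of these transcripts passed the filter on low counts. ADAMTS9, a protease that cleaves proteoglycans, was higher in both MCF7-COMT libraries. It lies on chromosome 3 from 64515654 to 64688000 and had 485 and 259 counts in MCF7-COMT replicates 1 and 2 and 148 and 140 in MCF7-GFP replicates 1 and 2 (log2 fold change 1.75, standard error 0.310, n = 2 per line, adjusted p = 0.810 from edgeR and 0.0572 from DESeq2). Its log2 fold change was 1.75 without MCF7-COMT replicate 2. After the correction for GC content it was 1.78 and edgeR called ADAMTS9 (adjusted p = 0.0409). TIMP1, the metalloproteinase inhibitor, had 263 and 289 counts against 176 and 183 (log2 fold change 1.16, standard error 0.434) and overlaps SYN1 on the opposite strand. SERPINH1, the collagen chaperone, had a log2 fold change of 0.59 (standard error 0.369). Neither passed in edgeR (adjusted p = 0.810 for each), and without MCF7-COMT replicate 2 TIMP1 was at 0.56 and SERPINH1 at 0.11. TIMP1 did not pass after the correction for GC content (adjusted p = 0.306). Of the 23 matrix genes that the discussion names, 7 passed the filter, with a median log2 fold change of 1.16 (camera, adjusted p = 6.67e-04, and adjusted p = 0.519 with an estimated correlation). When adjusted over the list alone, ADAMTS9 and VCAN were higher, but the study chose this list on these samples, so it is not independent evidence. In the preranked test the 23 genes had a normalized enrichment score of 2.17 (fgsea, adjusted p = 2.99e-06), which was 0.97 (adjusted p = 0.859) without MCF7-COMT replicate 2.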

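LOXL1, which crosslinks collagen and elastin, lies on chromosome 15 from 73925989 to 73952137. It had 72 and 71 counts in MCF7-COMT replicates 1 and 2 and 38 and 50 in MCF7-GFP replicates 1 and 2, or 12.1 and 22.1 against 6.69 and 7.90 CPM after TMM scaling. Its log2 fold change was 1.21 (standard error 0.432, n = 2 per line, adjusted p = 0.810 from edgeR and 0.997 from DESeq2), and 0.72 without MCF7-COMT replicate 2. PLOD2, a lysyl hydroxylase of collagen, lies on chromosome 3 from 146035139 to 146163725. It had 2121 counts in MCF7-COMT replicate 1, close to the 2021 and 2054 counts of MCF7-GFP replicates 1 and 2, and 105 counts in MCF7-COMT replicate 2. The log2 fold change of PLOD2 was -0.81 (standard error 0.976, n = 2 per line, adjusted p = 0.810 from edgeR), with 0.06 without MCF7-COMT replicate 2.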

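Of these matrix and adhesion transcripts, VCAN was higher in both MCF7-COMT libraries. VCAN encodes versican and lies on chromosome 5 from 83471618 to 83582303. It had 182 and 67 counts in MCF7-COMT replicates 1 and 2 and 48 and 47 in MCF7-GFP replicates 1 and 2, or 30.5 and 20.9 against 8.44 and 7.43 CPM after TMM scaling. Its log2 fold change was 1.70 (standard error 0.377, n = 2 per line). VCAN did not pass over all genes (adjusted p = 0.810 from edgeR and 0.554 from DESeq2). Without MCF7-COMT replicate 2 the log2 fold change was 1.94, and after the correction for GC content VCAN did not pass in edgeR (adjusted p = 0.0503). LAMB3, a laminin chain, had 21 and 45 counts against 23 and 23 (log2 fold change 1.13, standard error 0.701), and -0.13 without MCF7-COMT replicate 2. TNC, which encodes tenascin C, had 25 counts in MCF7-COMT replicate 2 and 0, 1 and 1 in MCF7-COMT replicate 1, MCF7-GFP replicate 1 and MCF7-GFP replicate 2. ICAM4 and VCAM1 each had 1 count in MCF7-COMT replicate 2 and 0 in each other library, which is not detectable at this depth.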

Deregulation of ECM organization in our data might conduce the anti-invasive impact of COMT on ER + BC cells.

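Transcripts of the general transcription machinery did not pass as a group in camera. Of 51 genes of RNA polymerase II and its factors that passed the filter on low counts, 24 had positive and 27 negative log2 fold changes, with a median of -0.08 (camera, adjusted p = 0.822, and adjusted p = 0.832 with an estimated correlation). None passed in edgeR, over all genes or when adjusted over the list alone. The median was 0.02 without MCF7-COMT replicate 2 and 0.04 after the correction for GC content, but without MCF7-COMT replicate 1 it was -0.25 (camera, adjusted p = 0.413) and the preranked test called the list lower. Genes of the nuclear pore, which Reactome places in many pathways of gene expression, were lower as a group. Of 31 genes, 23 had a negative log2 fold change, with a median of -0.45 (camera, adjusted p = 0.0425, and adjusted p = 0.733 with an estimated correlation), while none passed by itself when adjusted over the list alone. The preranked score was -1.59 (fgsea, adjusted p = 0.0329), and -1.03 (adjusted p = 0.846) without MCF7-COMT replicate 2, -1.23 (adjusted p = 0.290) after the correction for GC content and -1.68 (adjusted p = 0.0570) in the ranking by GC content alone. TPR, a protein of the nuclear basket, had 2025 and 350 counts in MCF7-COMT replicates 1 and 2 and 2299 and 2364 in MCF7-GFP replicates 1 and 2, a log2 fold change of -0.79 (standard error 0.551, n = 2 per line, adjusted p = 0.810 from edgeR). The median of the nuclear pore list without MCF7-COMT replicate 2 was -0.12 (camera, adjusted p = 0.110) and TPR was at -0.20. After the correction for GC content the median was -0.07 (adjusted p = 0.184).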

According to the results of pathway analysis based on transcriptomics and proteomics, the most negatively enriched pathways are associated with transcription regulation (Supplementary Data S6). Proteins contributing to the enrichment of these pathways are important regulators of the cell cycle, particularly cyclin-dependent kinase 1 initiating the mitotic progression^65^, CDKN2A also known as p16 acting as tumor suppressor through inhibition of cell cycle^66^, and cell cycle marker proliferating cell nuclear antigen (PCNA) also involved in DNA replication and repair^67^. These changes in transcriptomic and proteomic profiles after COMT overexpression indicate the possible mechanism behind decreased invasiveness due to upregulation of COMT in MCF7 cells arising from the molecular changes in ECM organization and down-regulation of cell cycle.

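Transcripts of mitosis and DNA replication were lower as groups, and the fall lay mainly in MCF7-COMT replicate 2. CDK1, on chromosome 10 from 60778331 to 60794852, had 281 and 23 counts in MCF7-COMT replicates 1 and 2 and 309 and 376 in MCF7-GFP replicates 1 and 2, or 47.0 and 7.17 against 54.4 and 59.4 CPM after TMM scaling (log2 fold change -1.05, standard error 0.802, n = 2 per line). PCNA, the sliding clamp of DNA polymerases on chromosome 20 from 5114953 to 5126626, had 371 and 106 counts against 403 and 435 (log2 fold change -0.55, standard error 0.397). Neither passed (adjusted p = 0.810 from edgeR and 0.997 from DESeq2 for each), and without MCF7-COMT replicate 2 they were at -0.28 and -0.17. CDKN2A had 0 and 1 counts against 4 and 5, too few to be tested. Of 54 genes of the G2 and M phases, 41 had a negative log2 fold change, with a median of -0.40 (camera, adjusted p = 1.87e-03, and adjusted p = 0.733 with an estimated correlation) and a normalized enrichment score of -1.98 (fgsea, adjusted p = 8.84e-05). Of 43 genes of the S phase, 33 were negative, with a median of -0.34 (camera, adjusted p = 0.0210, and adjusted p = 0.819 with an estimated correlation) and a score of -1.60 (fgsea, adjusted p = 0.0170). No member of either list passed in edgeR, over all genes or when adjusted over the list alone. Without MCF7-COMT replicate 2 the medians were -0.10 for the G2 and M genes (camera, adjusted p = 0.0516) and -0.01 for the S genes (adjusted p = 0.997). After the correction for GC content they were -0.12 (adjusted p = 0.0156, and adjusted p = 0.579 with an estimated correlation) and -0.13 (adjusted p = 0.222). Neither list passed in the preranked test without MCF7-COMT replicate 2, with scores of -1.01 (adjusted p = 0.846) and 0.66 (adjusted p = 0.988). A ranking of the genes by GC content alone, chosen after the data were seen, called both lower, with scores of -2.26 (adjusted p = 8.56e-05) and -2.04 (adjusted p = 2.09e-03), and after the correction for GC content the scores were -1.58 (adjusted p = 0.0131) and -1.15 (adjusted p = 0.340).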

Efforts to understand the tumor suppressor role of COMT in cancer cells in hormone receptor positive tumors were previously recorded: Estrogen (17β-estradiol) decreases the mRNA levels of COMT in time- and dose-dependent manner mediated by estrogen responsive elements in its proximal promoter and CCAAT/enhancer binding sites in its distal promoter^68,69^. Subsequently, the epigenetic mechanism of estrogen-induced COMT downregulation by CpG site-specific methylation within its distal promoter was also determined^70^. The negative effect of estrogen on COMT expression and its impact on the inhibition of tumorigenesis was observed on ER + breast cancer cell line^36^, as well as reduced expression of COMT in ER + breast tumor samples^11^. Based on such evidence, beneficial effects of anti-estrogen therapy (e.g. with tamoxifen) in ER + BC patients may include also increased protein levels and activity of COMT, however, this assumption requires further confirmation and evaluation, also because the knowledge on ER binding to COMT promoter remains unclear^71–73^. In our previous study^11^ we found association of increased COMT protein levels with lymph node metastasis of triple negative breast tumors. COMT may thus hypothetically represent a potential therapeutic target for triple negative breast cancer. In the present study we describe the tumor-suppressor role of COMT in luminal A breast cancer, these all in accordance with findings by Tolba et al*.* at cellular level^34^. From the translational perspective, these findings highlight the need of personalized therapy of BC patients.

As of the limitations of the study, our results are based on a single cellular model of luminal A BC subtype overexpressing COMT in hormonally independent expression system. The future experiments should validate our conclusions in other cell lines in vitro, or as cell line derived xenograft mice models in vivo. An impact of hormones and hormonal receptors on COMT expression and function in BC cells also requires more detailed analyses. Last but not least, our results open an opportunity for interesting validation and more detailed functional studies on the COMT-SPINT2 crosstalk and its role in breast cancer phenotype.

In conclusion, cell invasion assays, RNA-Seq and proteomics data resulted in identification of anti-tumorigenic role of COMT represented by decreased cell invasion, positive and negative enrichment of pathways involved in ECM organization and regulation of transcription, respectively. COMT might act as an anti-invasive agent on ER + breast cancer also through its newly discovered interplay with MET signaling via its interacting partner, SPINT2, leading to the inhibition of this pro-tumorigenic pathway. Therefore, we confirm the predicted tumor suppressor role of COMT in luminal breast cancer in spite of opposite recognized effect of COMT in estrogen-independent MDA-MB-231 line associated with cell migration and metastasis in our previous study^11^.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

## Data Availability

The raw mass spectrometry proteomics data and output files for the total proteome and pull-down analyses have been deposited in the ProteomeXchange Consortium via the Proteomics Identifications (PRIDE) partner repository (http://www.ebi.ac.uk/pride/archive/) with the dataset identifier PXD033833. The raw and processed RNA-Seq data have been deposited in NCBI's Gene Expression Omnibus^74^ and are accessible through GEO Series accession number GSE203435 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE203435).

# Supplementary material for: Catechol-O-methyl transferase suppresses cell invasion and interplays with MET signaling in estrogen dependent breast cancer
**Source:** Sci Rep. 2023 Jan 23;13:1285. doi: 10.1038/s41598-023-28078-1
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Data S1. Full-size, full-resolution Imaris images of the MCF7 3D spheroids.** File includes 5 directories named day 0 (T=0h) – day 4 (T=96h). Each directory contains 3 images of spheroids grown from MCF7-COMT cells and 3 images of spheroids grown from MCF7-GFP cells. The images correspond to the Fig. 2 and S4.

# Supplementary material for: Catechol-O-methyl transferase suppresses cell invasion and interplays with MET signaling in estrogen dependent breast cancer
**Source:** Sci Rep. 2023 Jan 23;13:1285. doi: 10.1038/s41598-023-28078-1
**Supplement:** Supplementary file 8 — Supplementary Information 8.

**Supplementary Figures**

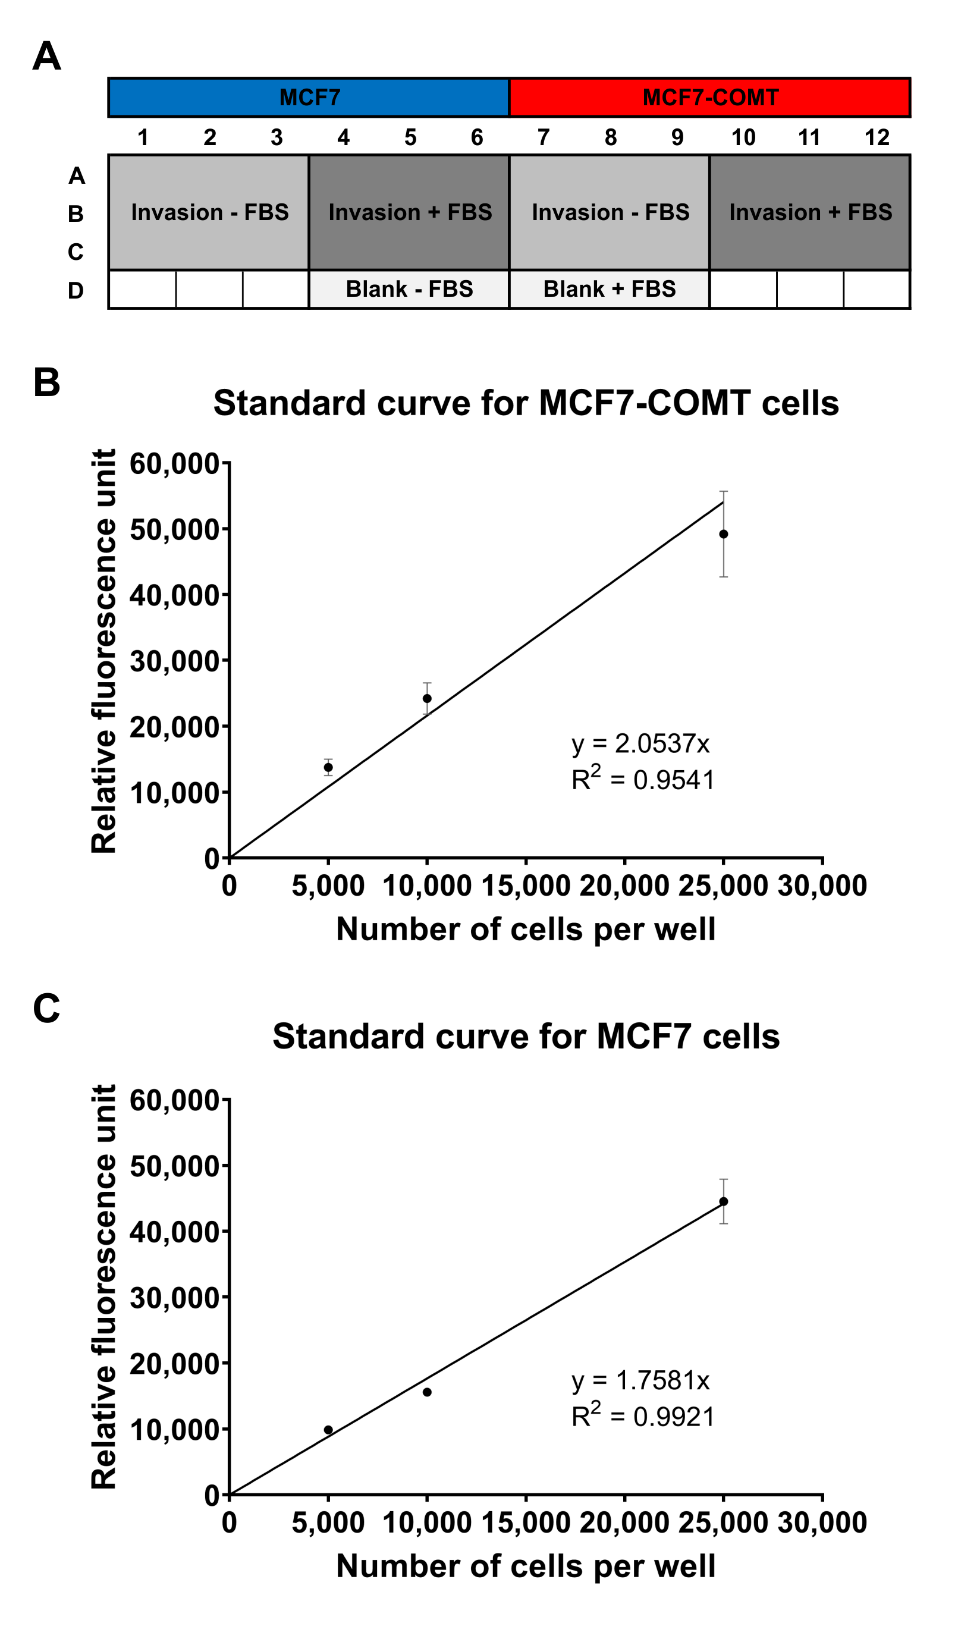

**Figure S1 (related to Fig. 1)**: **Details of Transwell invasion assay**. Design of Transwell plate (A). Invasiveness with and without chemoattractant (FBS) was measured in nine wells per condition (MCF7-COMT and MCF7 cells, respectively). Blank wells without the cells (medium with or without FBS) were measured for background subtraction in triplicates. Standard curves for MCF7-COMT cells (B) and MCF7 control cells (C) were used for calculation of percentual invasiveness compared to initially seeded cells.

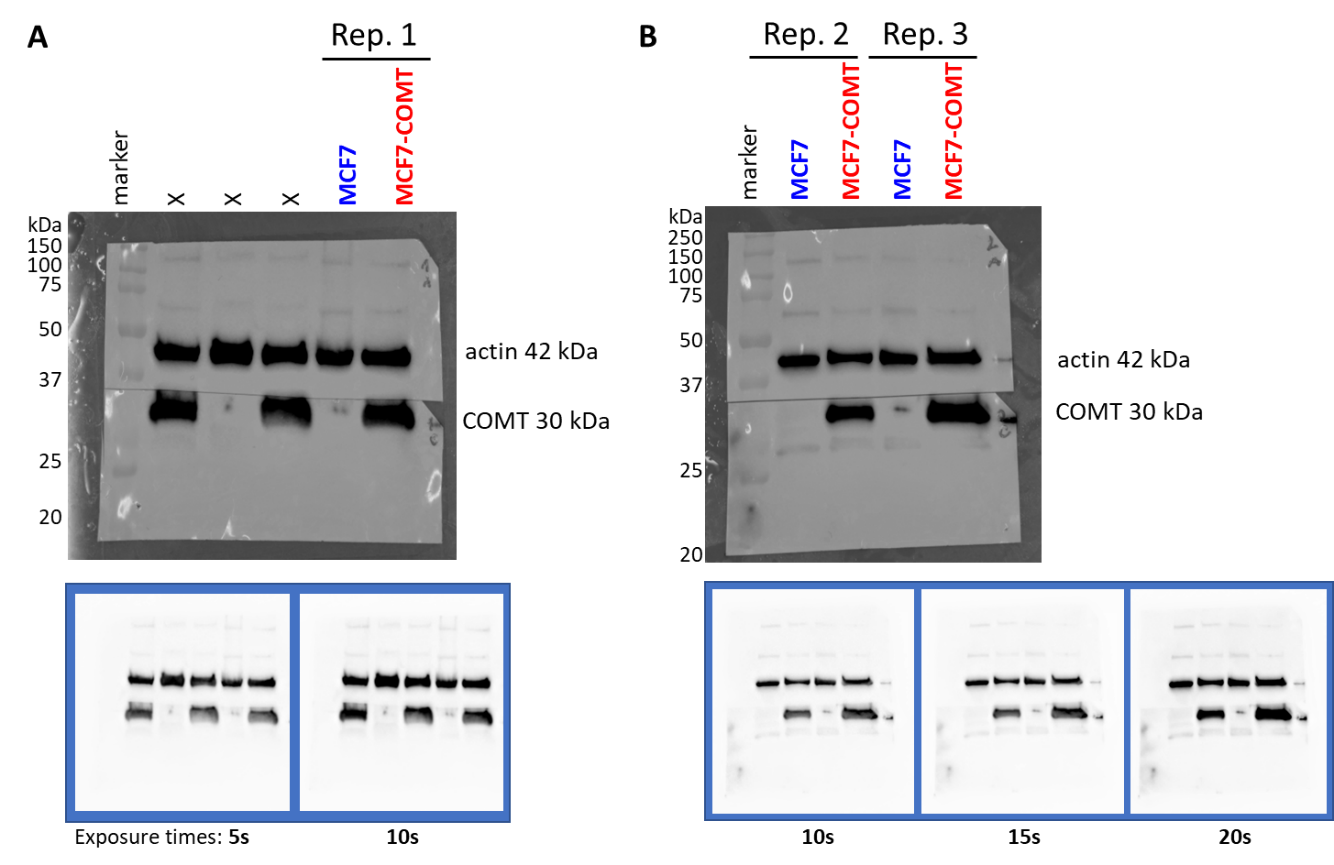

**Figure S2 (related to Fig. 1): Raw immunoblotting image of COMT and actin in COMT overexpressing MCF7 cells (MCF7-COMT) compared to control parental MCF7 cells used in Transwell assay.** (A) Replicate 1 image merged with marker and raw images of two exposure times and (B) Replicates 2 and 3 image merged with marker and raw images of three exposure times.

**
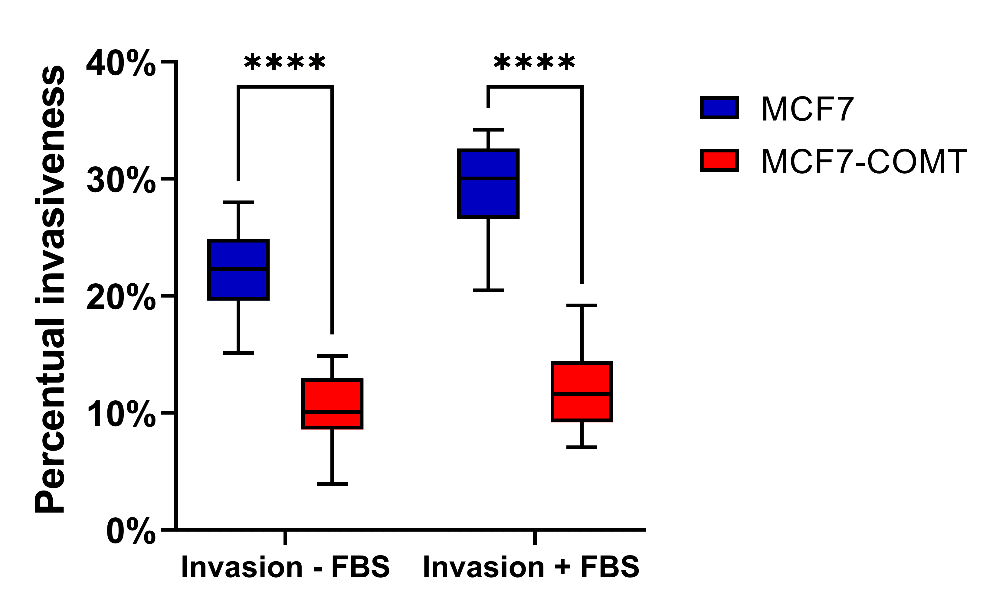
**

**A**

**B**

**
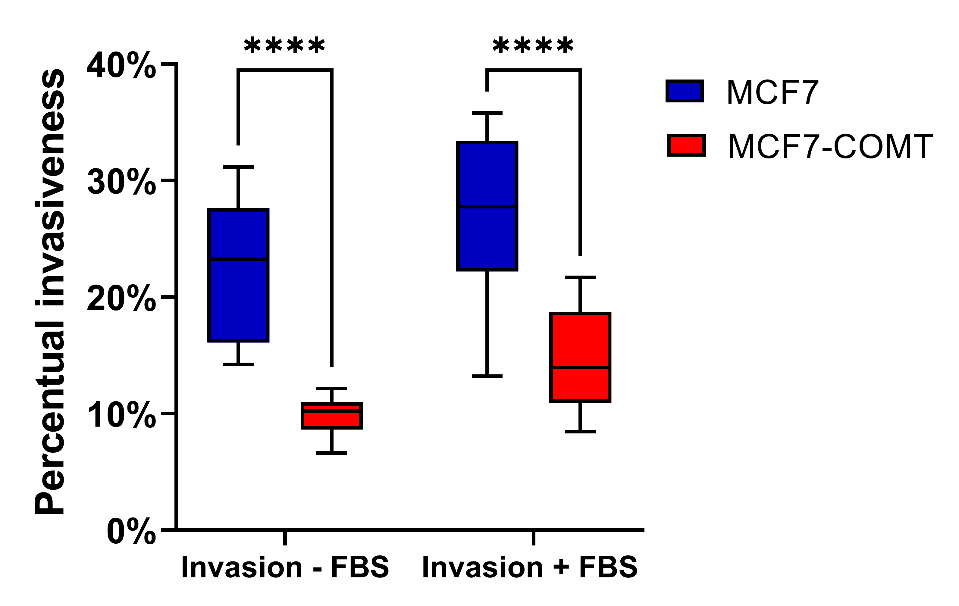
**

**C**

**
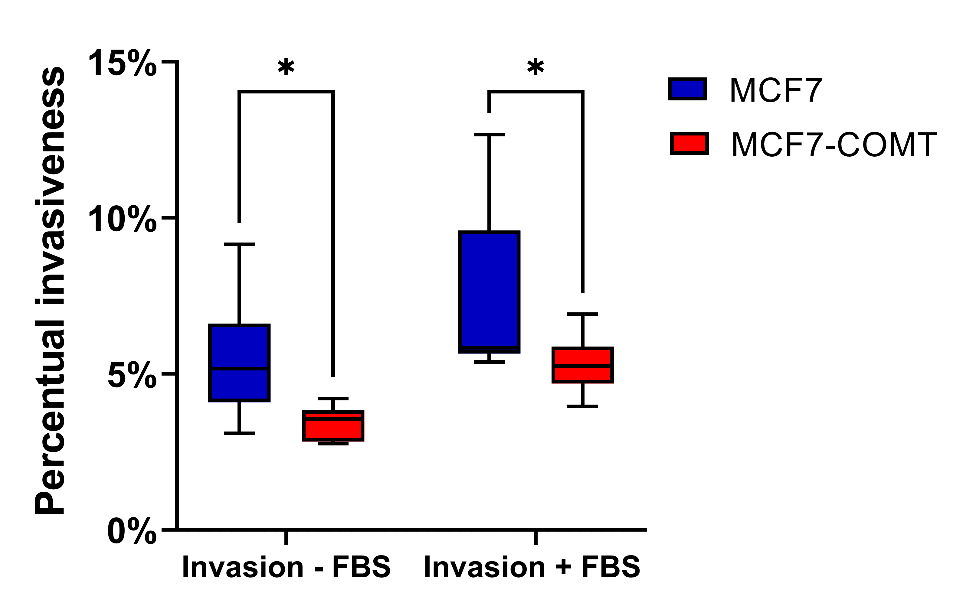
**

**Figure S3 (related to Fig. 1)**: **Transwell invasion assay of COMT overexpressing MCF7 cells (MCF7-COMT) compared to parental MCF7 cells, three independent experiments.** Box plot of the percentual invasiveness of the cells with and without the presence of chemoattractant (fetal bovine serum, FBS) (n=9 per cell line). **** p<0.0001, *** p<0.001, * p<0.05. The box extends from the 25th to 75th percentiles, the line in the middle of the box is plotted at the median. The whiskers represent minimal and maximal value of the dataset. See Fig. S1 for the design of Transwell assay plate and calibration curves.

**
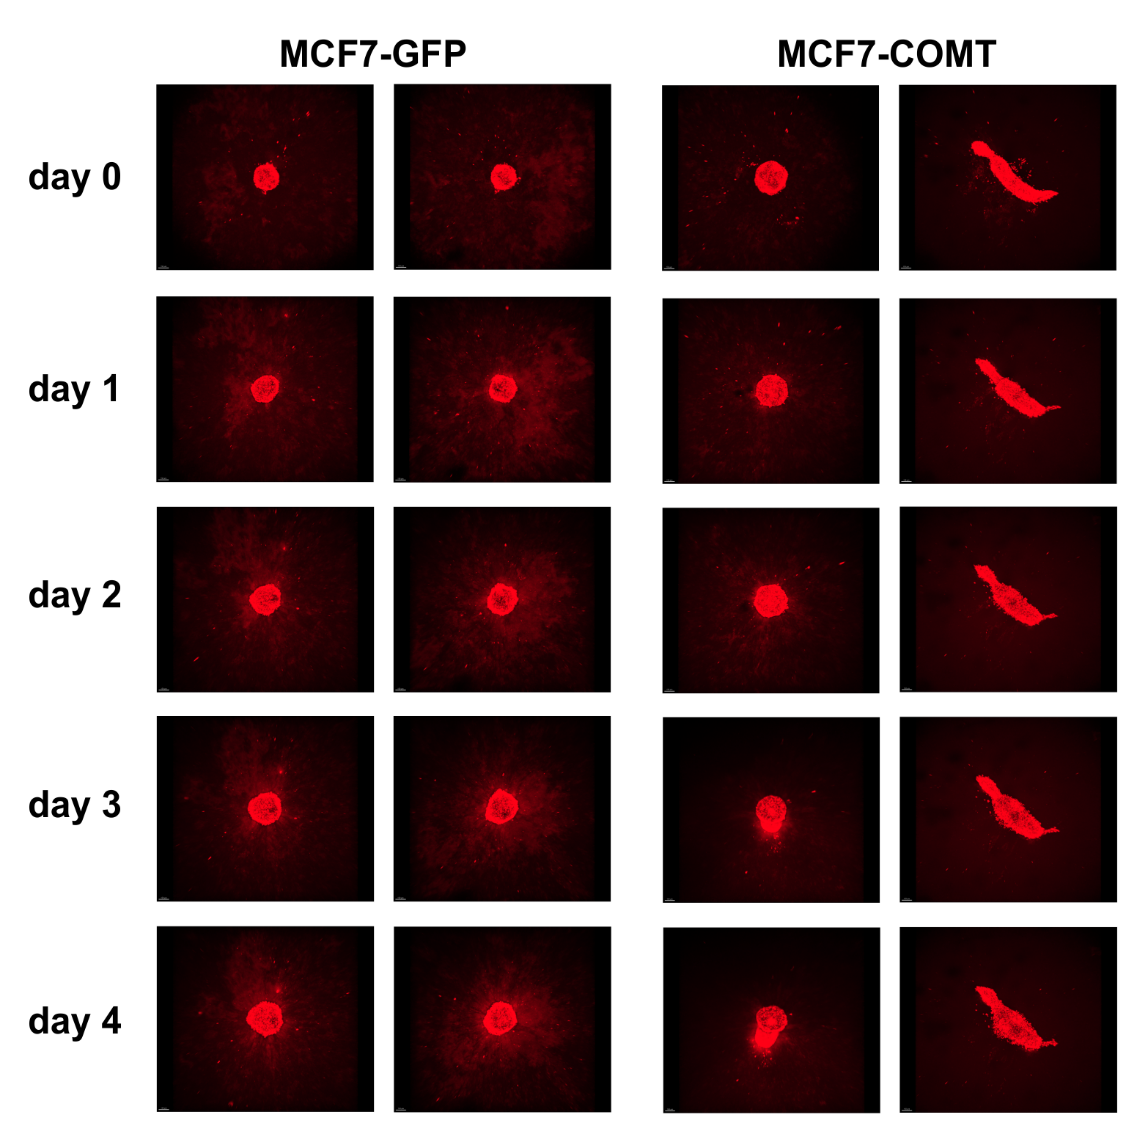
**

**Figure S4 (related to Fig. 2). 3D spheroid invasion assay of COMT overexpressing MCF7 cells (MCF7-COMT) compared to control MCF7-GFP cells.** Z-stack images of spheroids formed by MCF7-COMT cells and control cell line have been acquired by confocal laser scanning microscopy for 5 days. Data for two remaining replicates.

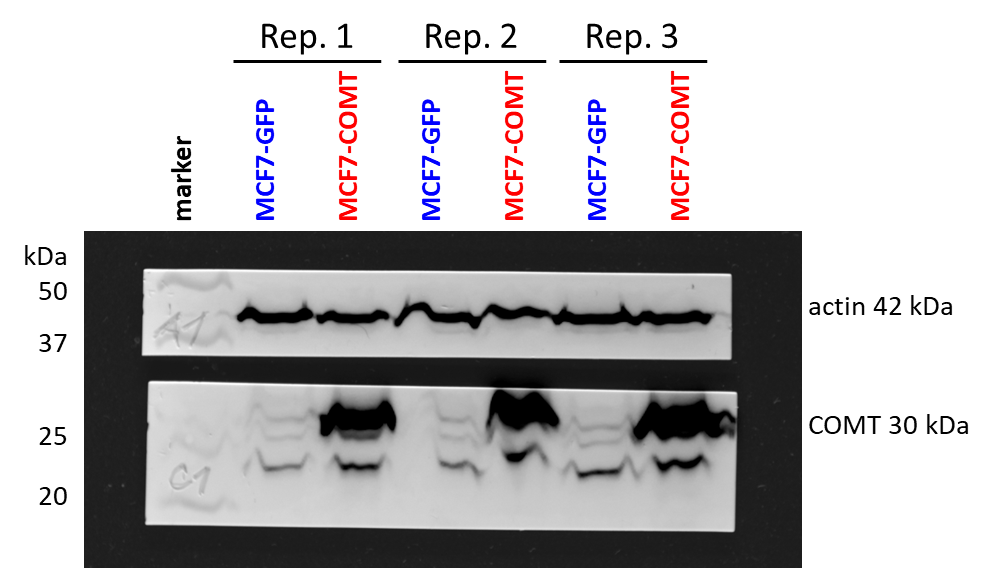

**Figure S5 (related to Fig. 2): Raw immunoblotting image of COMT and actin in COMT overexpressing MCF7 cells (MCF7-COMT) compared to control MCF7-GFP cells used in 3D invassion assay.**

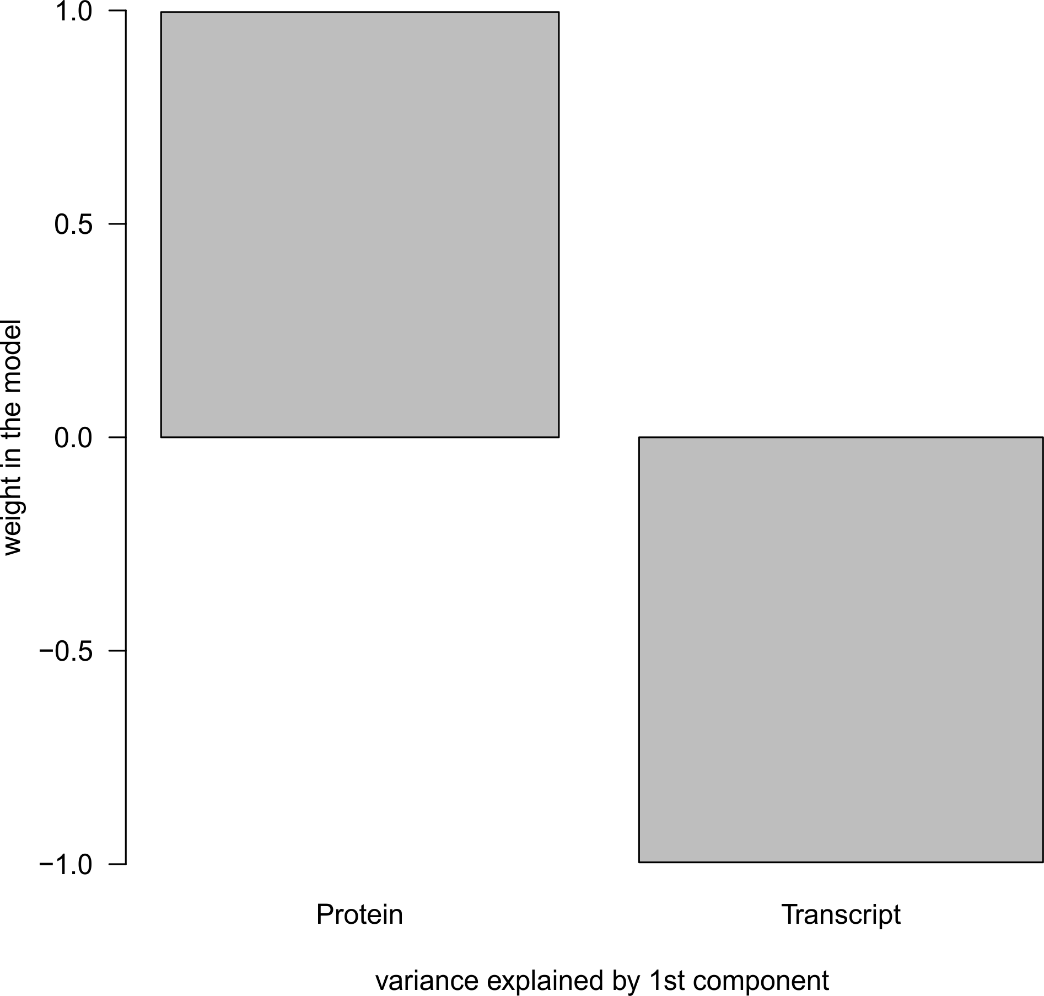

**Figure S6 (related to Fig. 5): Variance between MCF7-COMT samples and MCF7-GFP control cells in RNA-Seq and proteomics data.** By combining our ‘omics analyses using multivariate methods we gained a sufficient insight to distinguish the effect of COMT overexpression on MCF7 cells solely using any of the datasets.

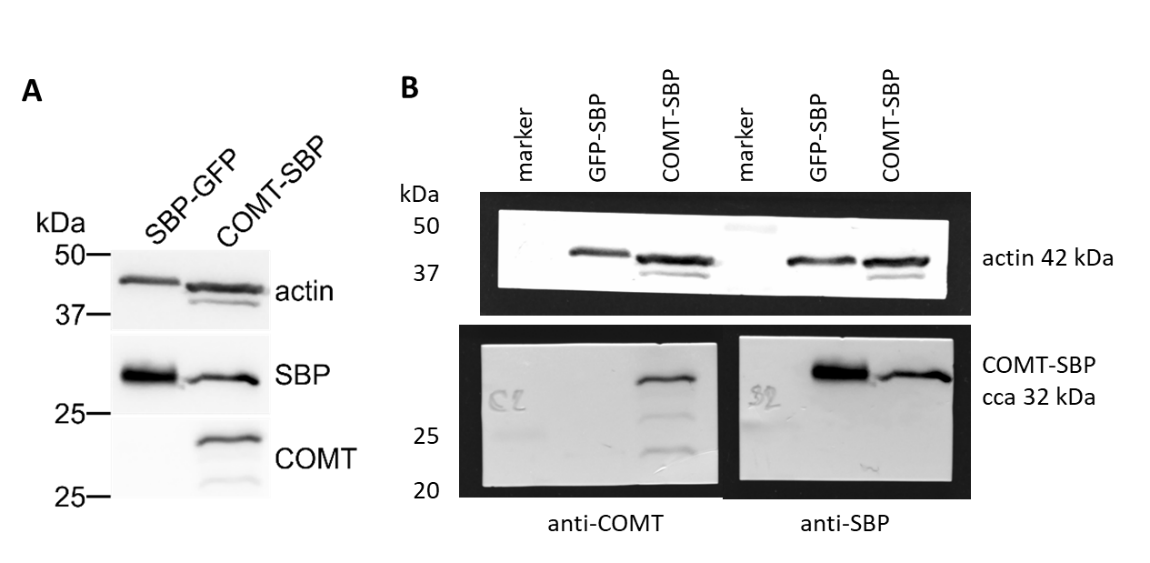

**Figure S7 (related to pull-down assay): Input protein levels of COMT, SBP and actin in MCF7-SBP-COMT and control MCF7-SBP-GFP cells used for pull-down analysis of COMT interaction partners.** (A) processed images and (B) raw images of immunoblotting.

**Supplementary Methods**

**Molecular cloning**

The coding sequence of COMT was transcribed and amplified using SuperScript III One-Step RT-PCR System according to manufacturer protocol (Invitrogen, MAN0001093) from 100 ng of total RNA isolated of MDA-MB-231 cells (obtained by RNeasy Mini Kit; Qiagen, Germany) with COMT specific primers: COMT-mRNA-F 5´-CATCGTCGTGGGGCTTCTG-3´ and COMT-mRNA-R 5´-GCAGGGGAATGGCAGTTGAGAA-3´. Gateway technology (Thermo Fisher Scientific, USA) was used to construct an entry plasmid carrying the COMT gene. The cDNA of COMT was amplified using PCR with Herculase II DNA polymerase (Agilent, 600675-12), pair of COMT cDNA specific primers with TEV cleavage site: COMT-MB(CDS)-TEV-F: 5´- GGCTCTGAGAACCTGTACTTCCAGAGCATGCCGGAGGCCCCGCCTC-3´, COMT-MB(CDS)-GWs-R: 5´- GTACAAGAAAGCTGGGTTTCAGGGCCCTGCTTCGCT-3´ and pair of Gateway universal primers: GW-TEV-F: 5´-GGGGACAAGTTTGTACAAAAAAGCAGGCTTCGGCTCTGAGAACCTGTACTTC-3´ and GW-attb2-R: 5´-GGGGACCACTTTGTACAAGAAAGCTGGGTT-3´. The reaction mixture contained 1 M betaine, 20 μl cDNA, 1x reaction buffer, 1 μM dNTP, 1 μl Herculase II, 0.1 μM specific primers and 0.3 μM universal primers, nuclease-free water was added to a final volume of 50 μl. The PCR program included pre-denaturation at 95 °C/1 min, 30 amplification cycles - denaturation at 95 °C/10 s, annealing at 50 °C/20 s, elongation at 70 °C/90 s, followed by final elongation at 70 °C/5 min. PCR product was separated by electrophoresis on 1% GelRed^TM^ stained agarose gel, visualized under UV-light by CCD camera and the target attB product (816 bp) was extracted by QIAquick Gel Extraction Kit (Qiagen) according to the manufacturer protocol. BP recombinant reaction between 816 bp attB-product and pDONR221 plasmid was done according to Gateway technology manual (Thermo Fisher Scientific, USA, MAN0000282). Chemically competent E. coli TOP10 (Life Technologies) cells were used for the preparation and amplification of resulting entry vectors pENTR221-COMT. QIAprep Spin Miniprep Kit (Qiagen) was used for vector purification according to the manufacturer's protocol. Lentiviral vectors expressing COMT were created by gateway LR recombination reaction according to the Gateway technology manual (Thermo Fisher Scientific, USA, MAN0001032). pENTR221-COMT was used to prepare lentiviral vectors pLENTI6.3-N-HA-COMT-IRES-EmGFP-GW-DEST and pLENTI-N-SBP-COMT-IRES-GFP-GW-DEST. Chemically competent E. coli Stbl3 cells (Thermo Fisher Scientific, USA) were used for the preparation and amplification of resulting lentiviral vectors that were subsequently purified by Plasmid Maxi Kit (Qiagen).

**Construction of the stably transduced cell lines**

The resulting lentiviral vectors were used for the production of lentiviruses. The vector contains an internal ribosomal entry site (IRES) that allows simultaneous expression (translation) of COMT and EmGFP separately but from the same RNA transcript. EmGFP was used as a selection marker to separate the positively transduced cells using cell sorter BD FACSAria III. As a control, lentiviruses carrying pLENTI 6.3-EmGFP-GWs and pLENTI6.3-N-SBP-EmGFP-GWs were prepared. Production of lentiviruses, transduction of MCF7 cells, and selection of stably transfected clones were done according to the ViraPower™ Lentiviral Expression Systems user manual (Invitrogen, USA, 25-0501 MAN0000273).

**LC-MS/MS analysis of pull-down samples**

The peptides originating form pull-down samples were dissolved in 25 µl of analysis of the sample solution containing 0.05% TFA in 5% ACN and 95% water. Prior to LC-MS analysis, a mixture of synthetic peptides as retention time standards (HRM Calibration Kit, Biognosys, Switzerland) was added to the samples: 50 μl of dissolution buffer were added to the HRM peptide mixture, the mixture was then vortexed and sonicated for 5 min. The mixture was added to the prepared samples at 1:10 ratio. Separation of tryptic peptides was performed on an Eksigent Ekspert nanoLC 400 liquid chromatograph (SCIEX, Dublin, California), which was connected online to a TripleTOF 5600+ mass spectrometer (SCIEX, Toronto, Canada). Pre-concentration and additional desalting of the samples were performed using a mobile phase consisting of 0.05% TFA in 5% ACN and 95% water on a cartridge capture column (300 μm id x 5 mm) filled with C18 PepMap100 sorbent on 5 μm particles (Thermo Fisher Scientific, Waltham, MA, USA). The peptides were then separated by an ACN/water gradient with a flow rate of 300 nl/min on an in-house capillary analytical PicoFrit® nanospray column (75 μm x 250 mm, New Objective, USA) filled with the ProntoSIL 120-3-C18 AQ stationary phase with 3 μm particles (Bischoff, Germany). Mobile phase A comprised 0.1% (v/v) formic acid (FA) in water and the mobile phase B consisted of 0.1% (v / v) FA in ACN. The analytical gradient was set at 5% of mobile phase B and 95% of mobile phase A, and the ratio was increased to 40% B and 60% A during 120 minutes. The separated peptides were ionized using a nano-electrospray (nitrogen used as mist and drying gas, flow rate 12, emitter voltage 2.65 kV) using DIA mode in high sensitivity mode. The precursor range was set from 400 to 1200 Th and was divided into 67 precursor windows with a width of 12 Th and an overlap of 1 Th. The accumulation time per precursor window was 50.8 ms, the total cycle time was 3.5 s. The MS/MS spectra were scanned from 360 to 1360 Th.

How the deposited data were processed for this re-analysis (not part of the article)

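Transcripts were measured by RNA-Seq in 2 biological replicates of MCF7-COMT cells and 2 of MCF7-GFP cells, and the 4 libraries were grouped by line. The authors trimmed reads with Trimmomatic 0.36, aligned them to GRCh38 with STAR 2.5.2b and counted them in exons with Subread 1.5.2. The authors compared the lines with DESeq2 1.22.2 in R 3.5.3 and annotated genes with biomaRt 2.38.0. The paper's text was searched for the strand setting, the annotation release and the handling of reads that map to several places, and none is stated. GSEA 4.2.3 gave the paper's pathway results.

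The deposited raw counts are whole numbers of reads per gene with no normalization. The deposited normalized counts and their mean are signal values that the authors made by dividing the counts by 1 DESeq2 size factor per library. The deposited log2 fold changes are, per the values of the counts, those of MCF7-GFP over MCF7-COMT, so a negative value is higher in MCF7-COMT, and here the sign is turned. The deposited standard errors and Wald statistics are score values from the authors' DESeq2 fit. The deposited p-values and adjusted p-values come from the same fit by the authors.

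The comparison started from the raw counts of 27809 genes. Libraries were scaled by TMM, genes were filtered with filterByExpr, which kept 13490, and the lines were compared with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05, and the study's further threshold of an absolute log2 fold change above 1 was applied where stated. DESeq2 1.42.0 with default settings and limma-voom (limma 3.58.1) were run beside it. Gene lists were tested with camera, with a preset correlation of 0.01 between genes and with an estimated one, and, for lists of 15 to 500 members, with fgsea 1.28.0 on protein-coding genes ranked by DESeq2's log2 fold change. The p-values of fgsea come from permuting genes, so they do not measure variation between cultures. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used for tables and figures. Principal components used log2 CPM with a prior count of 2.

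Positions, lengths and GC contents come from GENCODE 44, in which 27484 genes of the table were found and 325 were not. With a count of 0, the upper limit of a level rests on 3 counts. A fold against a line at 0 pooled the libraries of the other line and set 3 counts over the group. On data simulated from edgeR's dispersion trend alone, with 50 genes changed at each size, edgeR called 4%, 62%, 98% and 100% of genes given absolute log2 fold changes of 1, 2, 3 and 4, with 5 false calls, and DESeq2 called 6%, 62%, 98% and 100%, with 11 false calls. These rates do not carry over to the real libraries, where edgeR called no gene, including ASCL1 at a log2 fold change of 4.14 and ROBO2 at 4.94 (adjusted p = 0.471 for each).

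Of 39 gene lists fixed before the data were examined, 7 were chosen by the study and 11 hold markers of other cell types. Genes named in the text were those the study names, up to 10 protein-coding genes per direction past the threshold, members of each list by p or by mean expression, and the 3 genes of other biotypes with the smallest p in each direction. This rule named 113 genes, 53 of them because the study names them, and values of some had been seen in the study's tables when it was written. TFF1, FADS2, SLIT1, IGFBP3, SULF1, LMBR1, N4BP3, CYP1A1, IFI6, IFIT1, OAS1, MET, MATN3 and COL6A1 were named after their values were seen.

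Alternatives set before the data were examined were other scalings, other filters, DESeq2, limma-voom, robust dispersion, protein-coding genes alone, each library left out in turn and the replicate number as a block. A correction of each library for GC content (loess, span 0.3, degree 1), library weights in limma-voom and a ranking by GC content alone were added after the data were seen. Proteome, pull-down and cell assays were left out because no transcript counts bear on them. The copies of Supplementary Data S2 and S4 hold the first 1997 genes and 1998 gene products, and Supplementary Data S5 was left out because its copy is incomplete.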

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

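The tests of a change shared by both MCF7-COMT cultures and of low depth in the first pattern below, the test of intestinal RNA, the shared change of the DNA replication and nuclear pore genes, and the correction for GC content were chosen after the result was seen.

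Marker genes of intestinal epithelium, plasma cells, leukocytes and fibroblasts, which the paper does not discuss as such, lay above the MCF7-GFP level in MCF7-COMT replicate 2. COL1A2, PIGR and LGALS4, which the authors call, belong to this pattern. Marker lists written before the tests reached 568 CPM there for intestinal epithelium (MCF7-COMT replicate 1 6.69, MCF7-GFP replicates 1 and 2 17.8 and 21.0), 160 CPM for plasma cells and immunoglobulins (1.00, 0.176 and 0.474) and 91.4 CPM for leukocytes (6.36, 8.97 and 9.17). Of the members of these lists, 12 of 18, 7 of 10 and only 1 of 12 were found in MCF7-COMT replicate 2 alone. That means at least 10 counts in it and at most 2 in each other library. The excess was not confined to these, since in the same order of libraries the muscle list was at 81.1 CPM (37.3, 25.2 and 29.4), with 2 of 6 members in that library alone, the hepatocyte list, which SERPINA1 carries, at 12.5 (6.69, 1.06 and 1.58) and the erythroid list at 2.50 (0 in each). The lists for endothelium, at 13.4 CPM (9.54, 12.0 and 8.06), adipocytes, at 4.99 (1.84, 2.99 and 2.37), and lung epithelium, at 3.74 (1.51, 1.41 and 2.37), had 95% intervals that overlap those of MCF7-GFP libraries, and the mammary secretory list was at 0. Of the 18 intestinal genes, 2 reach 10 counts in an MCF7-GFP library, 2 are in another list and 2 were picked by the study. The lines were sorted for EmGFP when they were made, per the paper's Supplementary Methods. That step does not bear on cells, RNA or reads that entered a culture or library later.

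RNA or reads from intestinal tissue in this library are a candidate source of these transcripts. Of the intestinal genes, 12 had at least 10 counts there and at most 2 in each other library, and the most abundant genes were FCGBP with 552 counts, PIGR with 353 and MUC2 with 278 in the intestinal list and COL1A1 with 669 and COL3A1 with 329 in the fibroblast list. A change of this size shared by both MCF7-COMT cultures is excluded, since the 16 intestinal genes with under 10 counts in each MCF7-GFP library were 1.58 times the MCF7-GFP level in MCF7-COMT replicate 1 (95% interval 0.649 to 3.75) against 422 times in replicate 2 (251 to 774), and the fibroblast list 1.72 times (1.47 to 2.00) against an interval of 14.4 to 18.2. A smaller shared change stays open, since the whole intestinal list, at 0.344 times the MCF7-GFP level in MCF7-COMT replicate 1 (0.239 to 0.482), is carried by CEACAM5 and CEACAM6, which MCF7-GFP cells express. Low depth is excluded, since 201 genes were found in that library alone at equal total counts, against at most 3 in any other, and 144 protein-coding genes against at most 1 at equal protein-coding counts.

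The collagen transcripts form the second pattern. Their place toward the MCF7-COMT end of the ranking depends on the library of MCF7-COMT replicate 2, without which the normalized enrichment score was -1.02. GC content as the whole cause stays open. The score was 1.87 (fgsea, adjusted p = 3.01e-04) after the correction, but a ranking by GC content alone gave 2.53. The corrected trend was also fitted on genes that passed the filter on low counts, which hold 18 of the 37 collagens. A smaller change shared by both cultures stays open, since the adjusted p was 0.846 without that library while camera gave the collagens that passed the filter a median of 0.30 (adjusted p = 0.0414 with the preset correlation).

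Lower transcripts of DNA replication and the nuclear pore in MCF7-COMT replicate 2 form the third pattern. Their median log2 difference from MCF7-GFP was -0.72 (95% bootstrap interval -1.07 to -0.38) over 71 genes, and -0.21 (-0.36 to -0.03) from genes matched on length and GC content, so these properties as the whole source stay open. The median in MCF7-COMT replicate 1 was -0.073 (-0.11 to -0.02), which argues against a shared change of -0.72. A shared change of the size seen against matched genes stays open. MCF7-COMT replicate 1 was not set against matched genes, so its interval and -0.36 to -0.03 measure unlike quantities. These intervals resample genes within a library and do not measure variation between cultures.

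The noncoding transcripts LINC01522, DPY19L2P4 and LINC02506, which the paper does not discuss, lay above the level of both MCF7-GFP libraries in both MCF7-COMT libraries, with log2 fold changes of 3.54 (standard error 0.487), 4.80 (standard error 0.669) and 3.58 (standard error 0.555). Their counts in MCF7-COMT replicates 1 and 2 and MCF7-GFP replicates 1 and 2 were 45, 34, 5 and 4 for LINC01522, 99, 24, 3 and 2 for DPY19L2P4 and 32, 30, 3 and 4 for LINC02506. None passed in edgeR (adjusted p = 0.652, 0.652 and 0.806), and DPY19L2P4 passed in DESeq2 (adjusted p = 2.83e-03), while after the correction for GC content none passed in edgeR (adjusted p = 0.0591, 0.184 and 0.191). No explanation was tested for them.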

How the results depend on the processing

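The correction for GC content, library weights and the ranking by GC content alone were chosen after the result was seen. Of the values under alternatives set before the data were examined, 830 kept their direction and side of the threshold, 166 passed it, 21 no longer did and 20 reversed. Under those chosen later the numbers were 140, 62, 19 and 14. The later numbers include the ranking by GC content alone, which uses no counts, so what it adds to them is not an effect of processing. The causes were not tested except where stated.

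In edgeR 0 genes passed, with 450 at an unadjusted p under 0.05 (440 and 0 passing in limma-voom). Of the 450, 269 were higher and 181 lower, against 392 and 79 with library totals and 249 and 739 with the replicate block, under which the balance turned. The count was 210 without the filter on low counts, 21 in DESeq2's Wald test, 26 with the replicate block, 17 after the correction for GC content, 16 with library weights and 97 in DESeq2 with that correction. At the study's thresholds these were 208, 21, 26, 17, 16 and 81. Leaving out each library in turn gave 15 to 8421 genes, and 15 to 4435 at the study's thresholds, with the lone library of a line assumed to vary like the other line. Deviations of same-numbered replicates correlated at 0.20, and with 2 pairs the numbers do not pair the samples, so the replicate block is only an alternative.

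The log2 fold change of COMT, 2.14, was 2.05 without the filter, 2.10 in DESeq2, 1.75 after the correction for GC content, 2.07 with library weights, 1.71 in DESeq2 with the correction and 1.73 to 2.42 with each library left out in turn. Of the log2 fold changes of named genes none passed in edgeR, while 33 passed without the filter, 20 in DESeq2, 15 with the replicate block, 10 after the correction, 14 with library weights, 28 in DESeq2 with the correction and 3 to 86 with each library left out.

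camera called 14 lists, but 0 with an estimated correlation, 8 after the correction for GC content and 0 with both, and 8 to 21 with each library left out in turn, 8 being without MCF7-COMT replicate 2. fgsea called 13, but 4 in the ranking by GC content alone and 4 to 14 with each library left out, 4 being without MCF7-COMT replicate 2.

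The USP8 log2 fold change turned to -0.048 in limma-voom, -0.083 with the replicate block and -0.0085 with library weights (-1.03 to 0.81 with each library left out). ITGA3 turned to 0.29 with library totals and 0.046 with upper quartile scaling (-0.53 to 0.26). The PLOD2 log2 fold change ranged from -3.42 to 0.060 and that of LAMB3 from -0.13 to 1.82 with each library left out. SPINT2 turned to -0.075 after the correction for GC content and -0.12 in DESeq2 with it (-0.040 to 0.40). MET turned to 0.014 with library totals, 0.10 after the correction and 0.057 in DESeq2 with it (-0.74 to 0.16).

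In the ranking by GC content alone the enrichment score was -0.86 for the Fig. 3 transcripts (1.73 to 2.09 with each library left out), -1.59 for the more abundant proteins (0.77 to 2.04), 0.64 for the less abundant proteins (-2.09 to -1.76) and -1.05 for the interferon response (1.70 to 2.12). With each library left out, scores went from -1.02 to 2.36 for collagens, -1.28 to 2.57 for matrix glycoproteins, -1.95 to 0.66 for the S phase and -1.57 to 0.85 for RNA polymerase II, which passed at -1.57 without MCF7-COMT replicate 1. The score of MET signaling was 0.83 with the Wald statistic, 0.53 in DESeq2 with the correction for GC content and -1.18 to 0.42 with each library left out. List medians went from -0.87 to -0.0058 for the S phase, -0.25 to 0.021 for RNA polymerase II and -0.12 to 0.010 for MET signaling, and after the correction for GC content, with either correlation, the last 2 were 0.041 and 0.026.

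Depth limits transcripts near 0 in MCF7-COMT replicate 2, where a count of 0 allows up to 1.20 CPM.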

Differences from the paper's values

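At the study's thresholds the paper gives 19 protein-coding genes as changed, while edgeR gave 0 over the genes that passed the filter on low counts. Of the alternatives set before the data were examined, DESeq2's Wald test gave 19 and the replicate block 21, both less than 1.5 times apart from the paper's value. The other scalings, the filter of at least 10 counts, limma-voom, robust dispersion and protein-coding genes alone gave 0. Without the filter the count was 177, and without MCF7-COMT replicate 1, MCF7-COMT replicate 2, MCF7-GFP replicate 1 and MCF7-GFP replicate 2 it was 3935, 245, 11 and 10. Over all biotypes the authors' deposited table calls 21 genes. DESeq2, edgeR without the filter and edgeR without MCF7-COMT replicate 1 call all 21, and edgeR calls 18 without MCF7-COMT replicate 2, 3 without MCF7-GFP replicate 1, 5 without MCF7-GFP replicate 2 and 13 with the replicate block. Of settings chosen after seeing the values, the correction for GC content calls 9 and drops 12, library weights call 13 and drop 8, and DESeq2 with the correction calls 21.

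The paper describes COMT as raised with the most significance on the transcript and protein levels, in a passage on gene products found in both data sets. Among the gene products called on both levels COMT has the smallest p of the authors' Wald test, at 2.64e-06. LCP1, SELENBP1 and SFXN2 have 6.2e-06, 1.34e-05 and 2.52e-05. Over all genes in the authors' deposited table COMT is at place 12 by p, with ASCL1 at place 1. In edgeR the adjusted p was 0.806 for COMT and 0.471 for ASCL1.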

Other observations

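The tests on GC content here were chosen after the result was seen. After the correction for GC content edgeR called 17 genes, and those given here were named after their values were seen. TFF1, an estrogen-induced secreted peptide, had 821 and 763 counts in MCF7-COMT replicates 1 and 2 and 2385 and 2948 in MCF7-GFP replicates 1 and 2 (corrected log2 fold change -1.58, adjusted p = 0.0409). FADS2, a fatty acid desaturase, had -2.14 (adjusted p = 0.0409), SLIT1, a ligand of ROBO receptors, -1.72 (adjusted p = 0.0437), N4BP3 -1.36 (adjusted p = 0.0467) and IGFBP3, which binds insulin-like growth factors, -1.42 (adjusted p = 0.0484). SULF1, a heparan sulfate sulfatase like SULF2, had 1.97 (adjusted p = 0.0474) and LMBR1, a membrane protein, 1.47 (adjusted p = 0.0437). None passed in edgeR without the correction (adjusted p = 0.810 for each). LMBR1, FADS2 and SLIT1 overlap other genes. A fixed list of 48 estrogen response genes showed no shift that passed, with a median of -0.04 (camera, adjusted p = 0.581, and adjusted p = 0.819 with an estimated correlation) and -0.0073 after the correction (adjusted p = 0.614). Its preranked score was -0.94 (fgsea, adjusted p = 0.815), and it passed when genes were ranked by the Wald statistic (-1.54, adjusted p = 0.0301).

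CYP1A1, which makes the catechol estrogens that COMT methylates, had 16 and 10 counts in MCF7-COMT replicates 1 and 2 against 82 and 82 in MCF7-GFP replicates 1 and 2, a log2 fold change of -2.25 (standard error 0.372, adjusted p = 0.806 from edgeR, and 0.0536 after the correction for GC content). It was named after its values were seen. In a fixed list of 19 measured genes of catechol estrogen metabolism, COMT was higher and CYP1A1 lower when adjusted over the list alone, and the list's median was -0.14 (camera, adjusted p = 0.855, and adjusted p = 0.879 with an estimated correlation). SERPINA1, the inhibitor of neutrophil elastase, had 40 and 40 counts against 6 and 8 (log2 fold change 2.99, standard error 0.522, adjusted p = 0.810 from edgeR, and 0.0963 after the correction for GC content).

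SPINT2, an inhibitor of the protease that HGFAC encodes, had 1734 and 1303 counts against 1666 and 1917 (log2 fold change 0.22, standard error 0.302, adjusted p = 0.813 from edgeR). Among lower noncoding transcripts, LINC02015 had 2 and 2 counts against 23 and 23. Over the genes tested, 2785 had both MCF7-COMT libraries above both MCF7-GFP libraries and 2845 had both below, 41.7% in all, where chance gives 33.3%.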
